# Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in *Drosophila melanogaster*

**DOI:** 10.18632/aging.100499

**Published:** 2012-11-30

**Authors:** Gary Landis, Jie Shen, John Tower

**Keywords:** Oxidative stress, ROS, mitochondria, GST, Nrf2

## Abstract

Gene expression changes in response to aging, heat stress, hyperoxia, hydrogen peroxide, and ionizing radiation were compared using microarrays. A set of 18 genes were up-regulated across all conditions, indicating a general stress response shared with aging, including the heat shock protein (Hsp) genes *Hsp70, Hsp83 and l(2)efl*, the glutathione-S-transferase gene *GstD2*, and the mitochondrial unfolded protein response (mUPR) gene *ref(2)P*. Selected gene expression changes were confirmed using quantitative PCR, Northern analysis and GstD-GFP reporter constructs. Certain genes were altered in only a subset of the conditions, for example, up-regulation of numerous developmental pathway and signaling genes in response to hydrogen peroxide. While aging shared features with each stress, aging was more similar to the stresses most associated with oxidative stress (hyperoxia, hydrogen peroxide, ionizing radiation) than to heat stress. Aging is associated with down-regulation of numerous mitochondrial genes, including electron-transport-chain (ETC) genes and mitochondrial metabolism genes, and a sub-set of these changes was also observed upon hydrogen peroxide stress and ionizing radiation stress. Aging shared the largest number of gene expression changes with hyperoxia. The extensive down-regulation of mitochondrial and ETC genes during aging is consistent with an aging-associated failure in mitochondrial maintenance, which may underlie the oxidative stress-like and proteotoxic stress-like responses observed during aging.

## INTRODUCTION

Heat shock protein (Hsp) genes are induced in response to stresses that cause protein denaturation, through activation of the heat shock factor (HSF) [1]. Up-regulation of Hsp genes is also observed during normal aging [2]. For example, both *Hsp70* and *Hsp22* are up-regulated during normal Drosophila aging, and this up-regulation requires functional HSF binding sites (Heat Shock Elements, or HSEs) in the promoters of these genes [3-5]. Genome-wide studies of gene expression changes during Drosophila aging have revealed additional features of a stress response, including the up-regulation of additional oxidative stress-response genes, and the dramatic up-regulation of innate immune response genes [6-8]. In addition, Drosophila aging is characterized by a small but across-the-board down-regulation of mitochondrial metabolism and electron transport chain (ETC) genes [6, 8], and this pattern is also observed in aging mammalian tissues [9], and at early adult ages in both Drosophila and *C. elegans* [10], indicating a conservation of aging mechanisms across species. Both innate immune response genes [6] and Hsp genes [11, 12] have been shown to be predictive biomarkers of individual animal life span when the gene promoters are fused to GFP to create transgenic reporters, thereby supporting the significance of the identified gene expression changes. Here normal aging was compared with multiple stressors to provide further insight into common and unique features.

## RESULTS

### Gene expression changes common to each stress and to aging

Micro-array analysis was used to identify genes whose expression was altered in response to normal aging, hyperoxia, hydrogen peroxide, ionizing radiation and heat stress. 

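RNA from groups of 25 adult male flies was hybridized to 35 Affymetrix DrosGenome1 GeneChips, with 1 array per sample. The flies were hybrids of a laboratory strain that carries a transgene with the Oregon-R wild type. The aging arrays came from an earlier study by the same authors: 6 young controls at 10 days of age, 4 old samples at 61 days, and 6 samples kept in 100% oxygen (hyperoxia) for 5 days. The stress arrays comprised 4 stress controls at 9 days, 3 samples held in sucrose vials at 37 degrees C for 5.5 hours (heat stress), and 4 samples given 5666 rads per hour of ionizing radiation for 16 hours. They also comprised 4 samples fed 3% hydrogen peroxide in sucrose vials for 2 days and 4 samples kept in vials of 1% sucrose alone for 2 days (sugar). The irradiated flies likewise spent 2 days in sucrose vials before sampling, and the irradiated, peroxide-fed and sugar flies were 11 days old when sampled. By the sample labels, hyperoxia started at 3 days of age, whereas the paper gives 9 to 10 days for every stress treatment. The labels state 6 µg of RNA per array, and the paper states 10 µg. The aging study's signals of the 18S rRNA control ran from 8.44 to 56.6 and those of the stress study from 554 to 15693, so each group was compared only with its own study's controls.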

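Each value analysed is a MAS5 signal intensity for 1 probe set, made by the authors from 1 array. On 31 arrays the mean of the middle 96% of probe sets was 999, and the array medians ran from 346 to 445. The 4 sugar arrays did not share this scaling: their trimmed means ran from 107 to 167 and their medians from 44.6 to 70.1. All arrays were therefore quantile normalized, 34.1 (the 10th percentile of all values) was added to each normalized signal, and the sums were put on the log2 scale. The platform's table matches 12443 of the 13966 tested probe sets to a single gene, and the probe set with the highest mean signal stood for its gene, which gave 10845 genes. Copies of Hsp70 share probe sets and were treated as 1 gene. Genes without a match there, such as Hsp83 and Hsp23, were named through Supplemental Table S4 and are in no count. A linear model in limma gave each gene 8 group means and 6 contrasts, in which old and hyperoxia samples were compared with young controls and the other treatments with stress controls. A gene was called up-regulated or down-regulated when the nested F-test, adjusted by Benjamini and Hochberg at an FDR of 1%, assigned it to the contrast and its fold change was at least 1.5. A gene's adjusted p is from limma's moderated test, adjusted within the contrast. By the paper's methods the F-test controls the FDR per gene but not across contrasts, so a called gene can have an adjusted p above 0.01. Gene lists were fixed before the values were examined, but with the paper's results from these arrays known. A test of a list that follows such a result is not independent evidence. The lists were tested against all other genes with camera at a preset inter-gene correlation of 0.01, adjusted over 216 tests. Where a list's adjusted p under 0.05 rose to 0.05 or above with an estimated correlation, the second p is given. The number of arrays limits the precision of every value. In data simulated from each study's mean values and the variances here, 57% to 77% of genes changed 2-fold were called, depending on the contrast. The changes were added after the pseudocount, so losses of weak signals near it were not simulated. The 3' to 5' ratio of the actin control was 283 in Old replicate 2 and 7.44 in Ionizing radiation replicate 1, and lay between 1.48 and 7.09 on the other arrays.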

A core set of 18 stress-response genes were up-regulated ≥1.5-fold in response to each of the tested stresses as well as during normal aging (Table 1).

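In these arrays 30 genes were up-regulated in old flies and under hyperoxia, heat stress, ionizing radiation and hydrogen peroxide. They included stv, a co-chaperone of the BAG family, aay, the phosphoserine phosphatase of serine synthesis, and Prps, which makes the sugar phosphate on which purines are built. They also included Jra, the fly Jun, and the phosphatase gene puc, a target of Jun kinase signaling that restrains it. The growth arrest gene Gadd45, the autophagy gene Atg18b and the antifungal peptide gene Drs were others. Drs was kept because it was not called in sugar, where it had a log2 fold change of 0.62 (adjusted p = 0.179). It was called up in sugar with only the 2 groups compared (adjusted p = 0.00449), and the paper lists it as up in sugar. Arc2, an activity-regulated gene, had log2 fold changes of 2.95 in aging, 3.60 in hyperoxia, 4.08 in ionizing radiation, 3.06 in hydrogen peroxide and 2.08 in heat stress. Its signal in stress controls, 21.0 ± 10.2 (SD, n = 4), lies below the pseudocount, so the sizes of the last 3 values depend on it. For stv the values were 2.04, 1.23, 1.91, 1.25 and 4.30 in the same order, and for aay 1.36, 1.85, 2.50, 3.05 and 2.21. The standard error of the stv value in aging was 0.17 (adjusted p = 1.02e-10), and that of the aay value was 0.10 (adjusted p = 8.4e-12). The smallest of the 5 log2 fold changes was 0.74 for puc, 0.78 for Prps, 0.60 for Jra and 0.62 for Gadd45. Of the 18 genes in the paper's Table 1, 16 are represented, and 10 of them are among the 30. Of these 16, 13 were up-regulated in aging (13 when adjusted over the list alone), 14 in hyperoxia (14 over the list alone), 13 in ionizing radiation (13), 12 in hydrogen peroxide (12) and 11 in heat stress (11). Aats-asp, which has no match and enters no count, was called up in all 5 contrasts. Its values were 0.71 in aging, 1.06 in hyperoxia, 1.02 in ionizing radiation, 1.25 in hydrogen peroxide and 1.63 in heat stress. The study chose the Table 1 genes on the same arrays, so this is not independent evidence of their direction. Independent contrasts with the same numbers of up-regulated genes would share 0.0063 genes on average, but the contrasts within each study share their controls. The 30 genes moved with the processing. Their number fell to 18 with a larger pseudocount (the 25th percentile) and to 15 when each model held only the 2 groups compared.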

**Table 1:** Gene expression changes common to aging and each stress

**Table:** 

CG6489	Hsp70	Heat-shock-protein-70
CG3705	aay	astray
CG32130	stv	starvin
CG4533	l(2)efl	lethal (2) essential for life
CG33229	CG33229	
CG4181	GstD2	Glutathione S transferase D2
CG3821	Aats-asp	Aspartyl-tRNA synthetase
CG5966	CG5966	
CG11030	CG11030	
CG14245	CG14245	
CG14246	CG14246	
CG15784	CG15784	
CG31638	CG31638	
CG13941	Arc2	Arc2
CG1242	Hsp83	Heat shock protein 83
CG10360	ref(2)P	refractory to sigma P
CG32103	CG32103	
CG17725	Pepck	Phosphoenolpyruvate carboxykinase

**Table:** 

GO:0035079	polytene chromosome puffing(5)	5.65E-10
GO:0035080	heat shock-mediated polytene chromosome puffing(5)	5.65E-10
GO:0009408	response to heat(7)	8.87E-08
GO:0009266	response to temperature stimulus(7)	5.70E-07
GO:0034605	cellular response to heat(5)	1.12E-06
GO:0001666	response to hypoxia(5)	4.94E-05
GO:0070482	response to oxygen levels(5)	8.15E-05
GO:0009628	response to abiotic stimulus(7)	2.00E-04

**Table:** 

CG number	Symbol	Gene name
CG10026	CG10026	
CG10467	CG10467	
CG14120	CG14120	
CG14661	CG14661	
CG18302	CG18302	
CG18493	CG18493	
CG18585	CG18585	
CG31148	CG31148	
CG3290	CG3290	
CG3734	CG3734	
CG3940	CG3940	
CG5107	CG5107	
CG5150	CG5150	
CG5804	CG5804	
CG6660	CG6660	
CG8093	CG8093	
CG8147	CG8147	
CG9463	CG9463	
CG9466	CG9466	
CG9468	CG9468	
CG9682	CG9682	
CG5137	Cyp312a1	Cyp312a1
CG3360	Cyp313a1	Cyp313a1
CG8579	Jon44E	Jonah 44E
CG11669	Mal-A7	Maltase A7
CG4123	Mipp1	Multiple inositol polyphosphate phosphatase 1
CG6164	Npc2f	Niemann-Pick type C-2f
CG7754	iotaTry	iotaTrypsin
CG12388	kappaTry	kappaTry
CG12350	lambdaTry	lambdaTry
CG16834	lectin-33A	lectin-33A
CG4979	sxe2	sex-specific enzyme 2

**Table:** 

GO:0006013	mannose metabolic process(3)	0.018117

These up-regulated genes included the heat shock protein genes *Hsp70*, *Hsp83* (which is the single Drosophila Hsp90-class member), and the small Hsp gene *l(2)efl*. 

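Hsp70, the major inducible chaperone, had the largest log2 fold change of all genes in aging, hyperoxia, ionizing radiation and heat stress. Its normalized signal was 18594 ± 6455 (SD, n = 4) in old flies and 43.6 ± 40.9 (SD, n = 6) in young flies, and the lowest old array lay above the highest young array. The log2 fold change was 7.97 (standard error 0.33, adjusted p = 9.93e-18) in aging, 6.28 in hyperoxia, 4.58 in ionizing radiation, 4.89 in hydrogen peroxide and 9.95 (standard error 0.39, adjusted p = 1.57e-18) in heat stress. Control signals of Hsp70 lie near the pseudocount, so the sizes of these values depend on it, and so may its rank among all genes. Probe sets for Hsp70 match several gene copies, which cannot be told apart. Another probe set, which also matches CG5608, had smaller values. They were 3.33 in aging, 2.40 in hyperoxia, 1.83 in ionizing radiation, 1.55 in hydrogen peroxide and 6.85 in heat stress. Stress controls replicate 1 lay apart from the other controls, at a log2 value of 7.53. The small heat shock gene l(2)efl was up-regulated by 2.60 in ionizing radiation, 2.33 in hyperoxia, 1.58 in hydrogen peroxide, 1.24 (standard error 0.11, adjusted p = 5.33e-10) in aging and 0.79 in heat stress on the log2 scale. Hsp83 was up-regulated in heat stress with a log2 fold change of 2.21, in hyperoxia with 0.85 and in aging with 0.72 (standard error 0.12, adjusted p = 1.86e-05). In ionizing radiation its log2 fold change was 0.29 (standard error 0.13, adjusted p = 0.117) and in hydrogen peroxide 0.34 (standard error 0.13, adjusted p = 0.0428), neither of which reached 1.5-fold. Ionizing radiation replicate 1 lay below the others of its group for Hsp83, at a log2 value of 13.81. Of 9 inducible heat shock genes, 9 were up-regulated in heat stress (9 when adjusted over the list alone), with a median log2 fold change of 4.30 (adjusted p = 3.95e-25 from camera). In aging 7 of the 9 were up-regulated (7 over the list alone, adjusted p = 1.33e-12), among them Hsp26 at 3.51, Hsp68 at 3.43 and DnaJ-1, an Hsp40 co-chaperone, at 1.35. In hyperoxia 5 were up-regulated (5 over the list alone, adjusted p = 1.99e-09) and in hydrogen peroxide 7 (7 over the list alone, adjusted p = 0.000522, and adjusted p = 0.0646 with an estimated correlation). In ionizing radiation 3 were up-regulated, 3 over the list alone: Hsp70, l(2)efl and stv (adjusted p = 0.0226, and adjusted p = 0.230 with an estimated correlation). The most strongly responding probe set that Hsp22 shares with CG4456 had a log2 fold change of 4.62 in heat stress and 3.77 in ionizing radiation. The 2 other probe sets of this pair had 0.53 and 1.17 in heat stress and 0.76 and 0.16 in ionizing radiation.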

The up-regulation of *Hsp70* and *l(2)efl* in response to selected stressors was confirmed using quantitative real-time PCR analysis (Figure 1), and in addition *Hsp70* was analyzed by Northern blot analysis (Supplemental Figure S1; results summarized in Table 2). Also up-regulated by aging and each stressor were the glutathione S-transferase gene *GstD2*, the central metabolic regulatory enzyme gene *Pepck*, and the mitochondrial unfolded protein response (mUPR) gene *ref(2)P*. 

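GstD2, a glutathione S-transferase of detoxification, was up-regulated most in hydrogen peroxide, with a log2 fold change of 3.08, and in hyperoxia, with 2.99. In heat stress the value was 1.84, in ionizing radiation 1.70 and in aging 1.52 (standard error 0.16, adjusted p = 1.91e-08). Its normalized signal was 2026 ± 311 (SD, n = 4) in old flies and 680.2 ± 71.3 (SD, n = 6) in young flies, without overlap between the arrays. The autophagy adaptor gene ref(2)P was up-regulated in heat stress with a log2 fold change of 1.99, and more weakly in ionizing radiation (0.85), aging (0.79), hydrogen peroxide (0.78) and hyperoxia (0.67). The standard error of its value in aging was 0.10 (adjusted p = 2.02e-07). Pepck1, the gluconeogenic enzyme listed in the paper as Pepck, was up-regulated in hyperoxia with a log2 fold change of 0.74 (standard error 0.082, adjusted p = 2.97e-08). Its normalized signal was 25081 ± 2433 (SD, n = 4) in old flies and 18352 ± 1177 (SD, n = 6) in young flies, a log2 fold change of 0.45 that passed the F-test's FDR but not the 1.5-fold threshold (standard error 0.092, adjusted p = 0.000342). Against stress controls its values were 0.0028 in ionizing radiation, -0.19 in hydrogen peroxide and -0.23 in heat stress, none of which was called, and in sugar Pepck1 was down-regulated, at -1.41 (standard error 0.10, adjusted p = 4.31e-11). Against the sugar samples, Pepck1 had a log2 fold change of 1.41 in ionizing radiation and 1.22 in hydrogen peroxide, where the sign turned. Of 34 glutathione S-transferase genes, 7 were up-regulated in aging (7 when adjusted over the list alone) and 2 were down-regulated (2), with adjusted p = 0.00437 from camera, and adjusted p = 0.0807 with an estimated correlation. GstE1 (2.08), GstD5 (2.04) and GstE7 (1.40) were among those up-regulated.

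**Figure D1:**
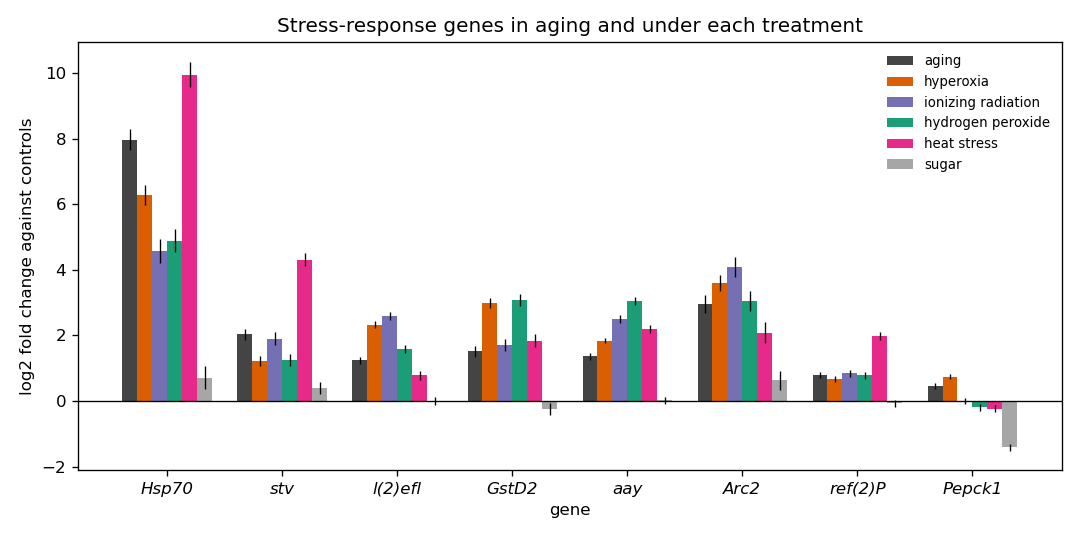
Log2 fold changes against controls (vertical axis) of 8 genes in aging and under each treatment, including the sugar control; bars are limma's estimates and lines their standard errors. Pepck1 lies below 0 in the sugar samples, at -1.41, and Hsp70 reaches 9.95 in heat stress.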

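In aging and under all 4 stresses, 52 genes were down-regulated, among them digestive proteases and enzymes that act on sugars. The Jonah protease gene Jon44E had log2 fold changes of -2.26 in aging, -2.72 in hyperoxia, -2.16 in ionizing radiation, -2.69 in hydrogen peroxide and -1.92 in heat stress. The trypsin genes lambdaTry and zetaTry were in the same set, and lambdaTry had -1.69 (standard error 0.19, adjusted p = 2.7e-08) in aging. LManVI, a lysosomal alpha-mannosidase, had values of -1.11 (standard error 0.27, adjusted p = 0.00204) in aging and -2.51 in hydrogen peroxide, and LManIV and the maltase gene Mal-A3 were likewise down-regulated throughout. Other members were Acbp5, an acyl-CoA binding protein (-1.93 in aging), the alkaline phosphatase gene Alp9 (-1.46) and the odorant-binding protein gene Obp99b (-1.84). Of 24 digestive serine protease genes, 13 were down-regulated in aging (13 when adjusted over the list alone), 20 in hyperoxia (20), 21 in heat stress (21), 22 in ionizing radiation (22) and 23 in hydrogen peroxide (23). Their median log2 fold changes in that order were -0.75, -1.10, -1.30, -2.30 and -2.98. In aging camera gave adjusted p = 4.05e-09, and adjusted p = 0.0524 with an estimated correlation, and in hydrogen peroxide adjusted p = 2.98e-31. Sugar alone had 14 of the 24 down-regulated (13 over the list alone), at a median of -0.84 (adjusted p = 7.36e-17). Of 17 gut carbohydrase genes, 14 were down-regulated in hydrogen peroxide (14 when adjusted over the list alone) at a median of -1.62 (adjusted p = 8.6e-09 from camera). In heat stress 13 of them fell (13 over the list alone, adjusted p = 6.04e-11), and in hyperoxia 10 fell (10 over the list alone, adjusted p = 6.29e-07, and adjusted p = 0.0816 with an estimated correlation). The maltase gene Mal-B2 went the other way, with 3.37 in hydrogen peroxide and 1.64 in aging. Of the 32 genes in the paper's Table 1, 31 are represented and 17 are among the 52; 19 of the 31 were down-regulated in aging (19 over the list alone) and 28 in hyperoxia (28), on the arrays from which they were chosen, so this is not independent evidence. Independent contrasts would share 0.024 genes on average. The 52 became 32 when each model held only the 2 groups compared.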

Down-regulated genes included several associated with sugar metabolism and proteolysis (Table 1).

**Figure 1:**
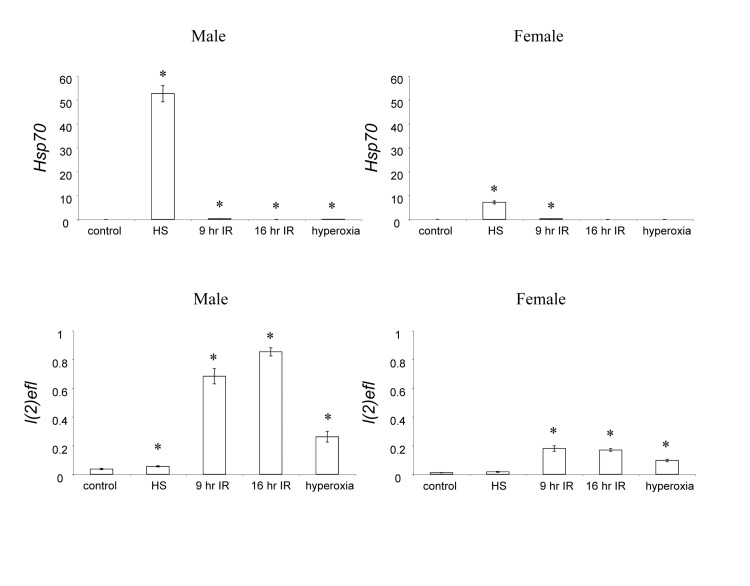
*Hsp70* and *l(2]ef)* RNA levels in response to selected stresses Quantitative real-time RT-PCR analysis was used to determine RNA levels for the genes *Hsp70* and *l(2)efl* in response to selected stresses, in both male and female flies, as indicated. HS, heat stress; IR, ionizing radiation. Stress treatment RNA levels were compared to control using unpaired, two-sided t-tests, and statistically significant differences (p < 0.05) are indicated with asterisk.

**Table 2:** Confirmation of selected gene expression changes using qPCR and Northern analysis

	O_2_ up	O_2_ dn	H_2_O_2_ up	H_2_O_2_ dn	HS up	HS dn	IR up	IR dn	Age up	Age dn
hsp70	XQL		XN		XQ		XQ		XL	
hsp22	XQL		N		XQ		XQ		XL	
l(2)efl	XQL		Xnt		XQ		XQ		XL	
Drs	XQL				X	Q	XQf		XL	
ade3	XQL		Xnt		Q		XQ		XL	
CG11089	XQ		XN		Q		XQ		Xnt	
GstD2	X		X		X		X		X	
GstD1	X		X				X		X^a^	

X GeneChip data (this study); Q q-PCR analysis (this study); N Northern analysis (this study); L Northern analysis (Landis et al 2004 PNAS 101:7663-8); nt not tested.

a fold increase >1.2

### Gene expression changes unique to each stress

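Of the 4 stresses, heat stress had the most genes that were called in it alone: 377 of its 649 up-regulated genes and 382 of its 874 down-regulated genes were not called in the same direction in aging or under the other stresses. Genes also changed by sugar were first removed from ionizing radiation and hydrogen peroxide. Those called in heat stress alone included the cytochrome P450 genes Cyp6a19, at a log2 fold change of 2.68 (standard error 0.29, adjusted p = 2.96e-08), and Cyp6a20, at 1.81, and the glutathione S-transferase gene GstD10, at 2.18. The odorant-binding protein genes Obp19a (-2.22) and Obp83b (-1.68) were down-regulated in heat stress alone. Hydrogen peroxide came next, with 278 of 830 up-regulated genes and 246 of 917 down-regulated genes. Among them were GstZ2, at 1.83 (standard error 0.15, adjusted p = 4e-11), and Hml, hemolectin of the blood cells, at -0.97. Ionizing radiation alone changed 186 of 732 up-regulated and 146 of 782 down-regulated genes, with GstE6 at 1.31 and the maltase gene Mal-B1 at -3.09 (standard error 0.26, adjusted p = 4.8e-11). Hyperoxia alone changed 81 of 373 up-regulated and 93 of 520 down-regulated genes, among them the antibacterial peptide gene CecB, at 2.05 (standard error 0.37, adjusted p = 0.000112), and Arr1, an arrestin of the photoreceptors, at -0.73. CecB was also up in aging when adjusted over the list of antimicrobial peptide genes alone. A gene called in 1 contrast and not in another is not thereby shown to differ between them. With the values before normalization, heat stress had 1046 genes up-regulated and 889 down-regulated.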

Each stress had gene expression changes that were unique to that stress (listed in Supplemental Table S1) and the enriched GO terms that uniquely characterize each stress are summarized (Table 3). 

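Under hyperoxia, genes of purine and one-carbon metabolism rose and gut protease genes fell. After Hsp70 and Arc2, the largest rises were those of Nmdmc, a mitochondrial enzyme of folate metabolism, at a log2 fold change of 3.34 (standard error 0.16, adjusted p = 4.68e-16), and of Gart, the purine synthesis gene also called ade3, at 3.21. GstE1 rose by 2.86, the maltase gene Mal-B2 by 2.63 and the cytochrome P450 gene Cyp4e3 by 2.57 on the log2 scale. The largest falls were those of the protease gene Jon99Fi, at -3.50 (standard error 0.28, adjusted p = 3.55e-11), of nkt, at -3.30, and of the carboxypeptidase gene CG12374, at -3.27. Of 16 genes of purine, one-carbon and serine synthesis, 12 were up-regulated (12 when adjusted over the list alone), with a median log2 fold change of 1.58 (adjusted p = 7.23e-26 from camera). Of 34 glutathione S-transferase genes, 9 rose (9 over the list alone) and 5 fell (5), with adjusted p = 0.00445 from camera, and adjusted p = 0.0807 with an estimated correlation. Of 82 cytochrome P450 genes, 11 rose (11 over the list alone) and 9 fell (9), with adjusted p = 0.617; Cyp4d14 fell by 2.04 on the log2 scale. Of 18 DNA damage response genes, 6 rose (6 over the list alone, adjusted p = 0.00169), among them Irbp, the fly Ku70, at 1.92. Enrichment of GO terms was not analysed here.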

Hyperoxia stress had no enriched GO terms in the uniquely up-regulated genes, and a single enriched GO term, Signal peptide processing (3 genes) among the down-regulated genes. In contrast, there were numerous up-regulated genes unique to hydrogen peroxide stress, and these up-regulated genes were enriched for many GO terms involved in developmental pathways, signaling pathways, and nucleobase metabolism (Table 3). 

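Genes of purine, one-carbon and serine synthesis were among the most strongly up-regulated in hydrogen peroxide. Nmdmc, of folate metabolism, had the largest rise of all genes, at a log2 fold change of 5.05 (standard error 0.20, adjusted p = 1.24e-18), and the purine synthesis genes Pfas (ade2) and Gart (ade3) rose by 4.28 and 3.77. Of the 16 genes on this list, 13 were up-regulated in hydrogen peroxide (13 when adjusted over the list alone), with a median log2 fold change of 1.96 (adjusted p = 2.65e-19 from camera). The list rose in other conditions too: 13 of its genes rose in ionizing radiation (13 over the list alone, adjusted p = 1.86e-21) and 11 in aging (11 over the list alone, adjusted p = 7.22e-16). Of 25 genes of developmental signaling, 3 were up-regulated (5 when adjusted over the list alone) and 1 was down-regulated (1 over the list alone), with adjusted p = 0.132. Those up-regulated were puc, at 1.81 (standard error 0.20, adjusted p = 8.5e-09), Jra, at 1.58, and dome, the receptor of the JAK/STAT pathway, at 1.28. Egfr, the epidermal growth factor receptor gene, was down-regulated, at -1.03. Single immune genes moved both ways. Rel, the NF-kappaB factor Relish, rose by 2.31 and cact, an inhibitor of the factors of the Toll pathway, by 1.63 on the log2 scale. The recognition gene PGRP-SB1 fell by 3.16. These genes do not stand for immune genes as a group, and cact was chosen after its value was seen. The carboxypeptidase gene CG12374 (-6.35), the lipase-like gene CG6295 (-6.18) and the protease gene Jon74E (-5.94) had the largest falls.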

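In heat stress the chaperonin genes rose and genes of melanization fell. CCT1 and CCT8, subunits of the cytosolic chaperonin that folds actin and tubulin, had log2 fold changes of 1.47 (standard error 0.12, adjusted p = 3.23e-11) and 1.43 (standard error 0.12, adjusted p = 9.64e-11), and Hsp60A, the mitochondrial chaperonin, had 1.14. Of 13 chaperonin genes, 9 were up-regulated (9 when adjusted over the list alone), at a median of 0.73 (adjusted p = 3.19e-10 from camera), and all 13 had positive values. Several subunits rose elsewhere too: 5 of the 13 in aging (5 over the list alone), 3 in hyperoxia (3), 4 in ionizing radiation (3) and 3 in hydrogen peroxide (3). The difference of aging from heat stress had a median of -0.54 for these genes (adjusted p = 0.000202). The small heat shock genes Hsp27 (5.65) and Hsp26 (5.61), Hsp68 (6.93) and the co-chaperone gene DnaJ-1 (4.16) rose further, as did Hsp23 (6.77). Of 12 melanization genes, 6 were down-regulated (6 when adjusted over the list alone), at a median of -0.59 (adjusted p = 0.000268 from camera). Hayan, a protease that activates prophenoloxidase, had -1.64 (standard error 0.42, adjusted p = 0.00438), the prophenoloxidase gene PPO2 had -1.19, the protease gene Sp7 -0.92 and the serpin gene Spn27A -0.92. Of 18 genes of immune recognition and signaling, 4 fell (4 over the list alone), including PGRP-LE at -0.72, and Rel rose (0.90); their median was 0.042 and their mean -0.11, with adjusted p = 0.840. Of 6 blood cell markers, 3 fell (3 over the list alone, adjusted p = 0.00407, and adjusted p = 0.0502 with an estimated correlation): PPO2, NimC1 and Pxn.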

Genes uniquely up-regulated upon heat stress included many of the Hsp60-class, and this list was consequently enriched for the GO term Protein folding (16 genes), whereas down-regulated genes unique to heat stress were enriched for the GO terms Defense response and Melanization defense response (Table 3). Finally, genes uniquely up-regulated in response to ionizing radiation included several proteasome subunit genes (Supplemental Table S1), and this gene list was enriched for the GO terms Protein catabolic process and Macromolecular catabolic process (Table 3), whereas there were no GO terms enriched among down-regulated genes.

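After ionizing radiation, genes of DNA repair rose, as did a few genes of the proteasome, which degrades tagged proteins. RnrL, the large subunit of ribonucleotide reductase, had a log2 fold change of 3.50 (standard error 0.43, adjusted p = 1.5e-07), and Irbp and Ku80, the Ku proteins of end joining, had 2.59 and 1.90 (standard error 0.16, adjusted p = 8.8e-11). The nuclease gene mre11 had 2.07 and its partner rad50 1.89. Of 18 DNA damage response genes, 9 were up-regulated (8 when adjusted over the list alone), at a median of 0.56 (adjusted p = 5.99e-07 from camera). Of 39 proteasome genes, 2 were up-regulated (2 over the list alone): Rpn2, at 0.67 (standard error 0.19, adjusted p = 0.00779), and Rpt4, at 0.61 (standard error 0.12, adjusted p = 0.000253), both of the regulatory particle. Prosalpha3T, a testis form of a core subunit, was down-regulated, at -0.65. The median of the 39 genes was 0.23, 30 of them had positive values and 18 had positive values with an unadjusted p under 0.05; camera gave adjusted p = 0.0109, and adjusted p = 0.0848 with an estimated correlation. In hydrogen peroxide the median was 0.28, with 2 genes up-regulated, Rpn2 (0.83) and Rpn8 (0.60), 2 over the list alone. Of these subunits, Rpt4 was called up in ionizing radiation and in no other contrast, and its difference from the other stresses was not tested. Apart from Hsp70 and Arc2, the largest rises in ionizing radiation were those of Nmdmc (4.46) and Gart (3.93). Ionizing radiation replicate 1 has the highest 3' to 5' ratios of the stress arrays.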

**Table 3:** Features unique to each stress

**Table:** 

GO:0006465	signal peptide processing(3)	0.014095

**Table:** 

GO:0032501	multicellular organismal process(153)	2.79E-09
GO:0007275	multicellular organismal development(125)	1.11E-08
GO:0065007	biological regulation(143)	4.03E-08
GO:0050794	regulation of cellular process(128)	7.31E-08
GO:0050789	regulation of biological process(134)	1.20E-07
GO:0009653	anatomical structure morphogenesis(84)	1.62E-07
GO:0048856	anatomical structure development(121)	1.45E-06
GO:0050793	regulation of developmental process(39)	4.68E-06
GO:0032502	developmental process(132)	5.08E-06
GO:0048468	cell development(63)	1.34E-05
GO:0048731	system development(41)	4.96E-05
GO:0009790	embryo development(41)	1.13E-04
GO:0040011	Locomotion(35)	0.001096
GO:0048699	generation of neurons(42)	0.001396
GO:0050896	response to stimulus(106)	0.001425
GO:0051239	regulation of multicellular organismal process(34)	0.001519
GO:0045595	regulation of cell differentiation(25)	0.001776
GO:0030182	neuron differentiation(39)	0.00189
GO:0023052	Signaling(79)	0.002054
GO:0007154	cell communication(80)	0.002305
GO:0048666	neuron development(35)	0.003766
GO:0007165	signal transduction(64)	0.00438
GO:0048513	organ development(62)	0.004542
GO:0022414	reproductive process(54)	0.005853
GO:0003002	Regionalization(33)	0.007295
GO:0022603	regulation of anatomical structure morphogenesis(21)	0.00904
GO:2000026	regulation of multicellular organismal development(26)	0.01046
GO:0009880	embryonic pattern specification(21)	0.012338
GO:0009887	organ morphogenesis(37)	0.013194
GO:0007350	blastoderm segmentation(20)	0.01346
GO:0003006	developmental process involved in reproduction(37)	0.018008
GO:0051093	negative regulation of developmental process(16)	0.018841
GO:0010556	regulation of macromolecule biosynthetic process(49)	0.019198
GO:2000112	regulation of cellular macromolecule biosynthetic process(49)	0.019198
GO:0030154	cell differentiation(86)	0.019291
GO:0048869	cellular developmental process(89)	0.022952
GO:0048667	cell morphogenesis involved in neuron differentiation(29)	0.022954
GO:0007423	sensory organ development(31)	0.023396
GO:0051674	localization of cell(21)	0.024068
GO:0019219	regulation of nucleobase-containing compound metabolic process(51)	0.027513
GO:0048609	multicellular organismal reproductive process(45)	0.029739
GO:0007155	cell adhesion(19)	0.029741
GO:0030030	cell projection organization(33)	0.030221
GO:0003008	system process(43)	0.030877
GO:0051171	regulation of nitrogen compound metabolic process(51)	0.031374
GO:0007389	pattern specification process(33)	0.031638
GO:0048477	Oogenesis(33)	0.034694
GO:0048732	gland development(19)	0.034716
GO:0031326	regulation of cellular biosynthetic process(50)	0.036899
GO:0010468	regulation of gene expression(55)	0.037944
GO:0009889	regulation of biosynthetic process(50)	0.038122
GO:0000003	Reproduction(54)	0.043565
GO:0048870	cell motility(20)	0.048342
GO:0007292	female gamete generation(33)	0.049805

**Table:** 

GO:0006457	protein folding(16)	0.018356

**Table:** 

GO:0006582	melanin metabolic process(7)	0.001782
GO:0035006	melanization defense response(6)	0.006478
GO:0006952	defense response(20)	0.00679

**Table:** 

GO:0030163	protein catabolic process(16)	8.21E-05
GO:0009057	macromolecule catabolic process(16)	0.049169

### Aging is most similar to hyperoxia

As described above, a core set of stress response genes was induced during aging and by each of the stressors tested. Aging shared additional changes in gene expression with each individual stressor (Supplemental Table S2), and was found to be more similar to the stresses most associated with oxidative stress (hyperoxia, hydrogen peroxide, ionizing radiation) than it was to heat stress, based on cluster analysis (Supplemental Figure S2) and by comparison of the GO categories that were enriched in the groups of up-regulated and down-regulated genes (Supplemental Table S3). 

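Across 10845 genes, the changes in aging resembled those in hyperoxia and ionizing radiation most and those in heat stress least. Purine synthesis genes show the contrast: Gart had a log2 fold change of 2.12 in aging, against 0.41 in heat stress, and Adsl 1.70 in aging, against -0.64 in heat stress. The list of 16 purine, one-carbon and serine synthesis genes had a median of 1.28 in aging and -0.063 in heat stress, where its mean was 0.23 (adjusted p = 0.243 from camera). The difference of aging from heat stress on this list had a median of 0.91 (adjusted p = 6.07e-06). Over all genes, Pearson's r of the aging log2 fold changes was 0.428 with hyperoxia (Spearman's rho 0.345), 0.373 with ionizing radiation (rho 0.314), 0.220 with hydrogen peroxide (rho 0.0997) and 0.0294 with heat stress (rho -0.104). Over the 1000 genes with the largest changes, r was 0.608, 0.560, 0.496 and 0.312 in the same order, and 70.9%, 74.8%, 69.7% and 53.1% of these genes changed in the same direction. These are correlations across genes, which are not independent replicates. Aging and hyperoxia share their young controls, which alone gave r = 0.447 in 100 simulations of unchanged groups; the covariance was 0.0987, against 0.0195 in the simulations. With the young controls split between the 2 comparisons, r was 0.312 on average over 20 assignments (0.281 to 0.350). From its cluster analysis and the enriched GO categories, the paper concludes that heat stress resembled aging less than hyperoxia, hydrogen peroxide and ionizing radiation did.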

While aging shared a significant overlap in up-regulated and down-regulated genes with each of the stresses, aging shared the greatest number of gene expression changes with hyperoxia (Table 4).

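Aging shared 232 up-regulated and 188 down-regulated genes with ionizing radiation, 214 and 114 with hydrogen peroxide, 194 and 160 with hyperoxia, and 112 and 113 with heat stress. The DNA damage response genes Corp and Irbp and the purine synthesis gene Paics were shared with hyperoxia and ionizing radiation: in aging Corp had a log2 fold change of 1.36 (standard error 0.15, adjusted p = 3.99e-08), Irbp 1.11 and Paics 1.34. The lipase gene bmm, the fly adipose triglyceride lipase, rose in aging (1.04) and under each stress, and also in sugar. The protease gene Jon25Biii (-2.80 in aging) was shared among the down-regulated genes of hyperoxia (-2.17) and heat stress (-1.27). If the lists were independent, 20.4 up-regulated genes would be shared with hyperoxia, 40.1 with ionizing radiation, 45.5 with hydrogen peroxide and 35.5 with heat stress. The observed numbers are 9.50, 5.79, 4.71 and 3.15 times those. For the down-regulated genes the expected numbers are 48.9, 73.5, 86.2 and 82.1, and the ratios 3.27, 2.56, 1.32 and 1.38. One-sided Fisher's exact tests, adjusted over 20 pairs, gave adjusted p = 7.32e-152 for the up-regulated genes shared with hyperoxia and adjusted p = 0.000892 for the down-regulated genes shared with hydrogen peroxide, the largest of those for aging. As a share of the genes up-regulated in aging, the overlaps were 39.1% with ionizing radiation, 36.0% with hydrogen peroxide, 32.7% with hyperoxia and 18.9% with heat stress. Genes also changed by sugar were left out for ionizing radiation and hydrogen peroxide. With the young controls split between aging and hyperoxia, 176.1 up-regulated genes were shared on average where 20.1 were expected, and 149.7 down-regulated genes where 41.6 were expected. In the opposite direction, 91 genes up-regulated in aging fell in heat stress and 144 down-regulated in aging rose in it. These numbers were 45 and 68 in hydrogen peroxide, 25 and 33 in ionizing radiation, and 9 and 22 in hyperoxia, which shares its controls with aging.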

**Table 4:** Number of gene expression changes shared by aging and individual stresses

Aging change	Number genes	Stress change	Number genes	Number in common	*p*
Aging up	456	Hyperoxia up	335	165	9.8 × 10^−170^
Aging up	456	Ionizing radiation up	716	171	2.9 × 10^−114^
Aging up	456	Hydrogen peroxide up	728	133	4.3 × 10^−70^
Aging up	456	Heat stress up	754	66	1.2 × 10^−15^
Aging down	1009	Hyperoxia down	556	222	1.5 × 10^−121^
Aging down	1009	Ionizing radiation down	674	166	3.6 × 10^−54^
Aging down	1009	Hydrogen peroxide down	911	132	1.1 × 10^−18^
Aging down	1009	Heast stress down	806	89	7.3 × 10^−7^

### Gene expression changes unique to aging

A number of gene expression changes were found to be unique to aging. These included up-regulation of numerous innate immune response genes, and down-regulation of numerous mitochondrial metabolism genes, including ones encoding components of the ETC (Supplemental Table S1; enriched GO terms listed in Table 4). 

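Of 594 genes up-regulated in aging, 214 were not called up under any stress, and of 1019 down-regulated genes 743 were not called down, after genes also changed by sugar were removed from ionizing radiation and hydrogen peroxide. Among the first were CG4757, at a log2 fold change of 4.22 (standard error 0.48, adjusted p = 5.59e-08), the antibacterial peptide gene DptB, at 3.66, and the peptide gene Mtk, at 3.64. Also among them were PGRP-SB1 (1.81) and PGRP-LB (1.08), which bind peptidoglycan, and spz, the ligand of Toll (1.05). Of 18 genes of immune recognition and signaling, 8 were up-regulated in aging (7 when adjusted over the list alone), at a median of 0.42 (adjusted p = 5.25e-05 from camera). Among the down-regulated genes were the seminal lectin gene lectin-46Ca, at -3.16 (standard error 0.16, adjusted p = 1.51e-15), and ND-B8, of respiratory complex I, at -3.01. Of 10 tricarboxylic acid cycle genes, 5 were down-regulated in aging (5 when adjusted over the list alone), at a median of -0.66 (adjusted p = 1.54e-06 from camera). These were Idh3a (-1.10) and Idh3b (-0.88), subunits of isocitrate dehydrogenase, SdhB, SdhD and mAcon1, the mitochondrial aconitase (-0.80). In hyperoxia the same list had a median of 0.27 (adjusted p = 0.00572, and adjusted p = 0.129 with an estimated correlation), and the difference of aging from hyperoxia was -0.86 at the median (adjusted p = 1.39e-09). Tested gene by gene, 63 of the up-regulated and 381 of the down-regulated genes differed between aging and each of the 4 stresses. Old replicate 2 has the highest 3' to 5' ratios of all arrays, and without it 550 genes were up-regulated, 469 of them among the 594, and 994 down-regulated, 894 of them among the 1019.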

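Antimicrobial peptide genes rose in old flies and in flies kept in hyperoxia. Def, which encodes the antibacterial peptide defensin, had a normalized signal of 3882 ± 677 (SD, n = 4) in old flies and 77.0 ± 88.7 (SD, n = 6) in young flies, a log2 fold change of 5.38 (standard error 0.37, adjusted p = 2.58e-12), and of 1.40 in hyperoxia. BomS2, a secreted peptide of the Toll response, had 1.83 in aging and 1.51 in hyperoxia. Of 7 antimicrobial peptide genes, 5 were up-regulated in aging (7 when adjusted over the list alone), at a median of 2.18 (adjusted p = 6.97e-07 from camera), and 4 in hyperoxia (5 when adjusted over the list alone), at a median of 1.22 (adjusted p = 0.000277 from camera). AttA, which encodes another antibacterial peptide and is not on the list, had 3.44 in aging and 2.31 in hyperoxia. Of others off the list, AttC, Dro, Dpt, CecA1 and CecA2 were called up in aging and not in hyperoxia, and CecC was called in aging by each of its 2 probe sets and in hyperoxia by 1. The mean log2 value of the 7 genes was 11.80 ± 0.53 (SD, n = 4) in old flies, 10.26 ± 0.20 (SD, n = 6) in hyperoxia and 8.94 ± 0.78 (SD, n = 6) in young controls. The difference of aging from hyperoxia had a median of 1.07 for these genes (adjusted p = 0.0125, and adjusted p = 0.156 with an estimated correlation). For the 18 genes of immune recognition and signaling it was 0.34 (adjusted p = 0.000405), and 6 of them were higher in aging when tested one by one, PGRP-SB1 by 2.50 among them (adjusted p = 1.14e-07). Rel was up-regulated in both, at 1.03 in aging and 0.61 in hyperoxia, and dl, the NF-kappaB factor Dorsal, at 0.62 and 0.79. With the 2 old arrays of lowest 3' to 5' ratios alone, 3 of the antimicrobial peptide genes were up-regulated in aging.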

While up-regulation of innate immune response genes is a feature of aging that is shared with hyperoxia [6] (Supplemental Table S3), the number of up-regulated innate immune response genes was significantly greater for aging, resulting in many changes in this category that were unique to aging. Also uniquely up-regulated during aging were the odorant receptor genes *Obp56a* and *Obp57d*.

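Obp56a, one of the odorant-binding proteins that carry small molecules outside the cell, rose in aging and was lower under heat stress, ionizing radiation and hydrogen peroxide. Its normalized signal was 2302 ± 365 (SD, n = 4) in old flies and 468 ± 123 (SD, n = 6) in young flies, a log2 fold change of 2.26 (standard error 0.20, adjusted p = 4.43e-10). The value was -1.76 (standard error 0.22, adjusted p = 1.81e-07) in ionizing radiation, -1.84 in hydrogen peroxide, -0.74 in heat stress and -0.55 in hyperoxia (adjusted p = 0.0346). The difference of aging from hyperoxia was 2.81 (adjusted p = 4.56e-12) and that from heat stress 2.99 (adjusted p = 1.24e-08). The call in heat stress ended without Heat stress replicate 1 (-0.58), with adjustment within each contrast (adjusted p = 0.0256) and with only the 2 groups compared (adjusted p = 0.0427). The value in hyperoxia was called without Young controls replicate 4 (-0.74) or Hyperoxia replicate 5 (-0.59). The probe set of Obp57d also matches Cpr57A, so no value is given for Obp57d. Of 35 odorant-binding protein genes, 3 were up-regulated in aging (2 when adjusted over the list alone): Obp56a, Obp56e at 0.62 and Obp99d at 2.08 (standard error 0.29, adjusted p = 1.13e-06). In aging 5 of them were down-regulated (5 over the list alone), including Obp28a (-0.77), and the list as a whole was not called (adjusted p = 0.973). In heat stress 11 of the 35 were down-regulated (9 over the list alone), at a median of -0.48 (adjusted p = 2.18e-05).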

Down-regulation of mitochondrial genes is a feature of aging that is shared with hydrogen peroxide and ionizing radiation (Supplemental Table S3), but the number of down-regulated mitochondrial genes was greater for aging, resulting in many changes in this category that were unique to aging. Among these many down-regulated mitochondrial genes were ones encoding mitochondrial ribosomal proteins and components of the mitochondrial membrane protein translocases (TIM and TOM), as well as the mitochondrial form of superoxide dismutase (*MnSOD* or *Sod2*).

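Genes for all 5 complexes of the respiratory chain fell in old flies, and those of the ATP synthase also fell in irradiated flies. Of 54 respiratory chain genes, 20 were down-regulated in aging (20 when adjusted over the list alone), at a median log2 fold change of -0.54 (adjusted p = 1.74e-26 from camera), and all 54 had negative values. RFeSP, the Rieske protein of complex III, had -1.31 (standard error 0.17, adjusted p = 3.44e-07), and COX5A, of cytochrome c oxidase, -1.01 (standard error 0.14, adjusted p = 9.08e-07). SdhB and SdhD, of complex II, had -0.87 and -0.98, and ND-B17, of complex I, -0.97. By complex, 6 of 24 genes of complex I fell (6 over the list alone, adjusted p = 1.57e-13), 2 of 3 of complex II (2, adjusted p = 0.000302), 5 of 6 of complex III (5, adjusted p = 6.29e-07) and 6 of 8 of complex IV (6, adjusted p = 3.23e-07). Of 13 ATP synthase genes, 1 was down-regulated in aging (1 over the list alone, adjusted p = 1.73e-07) and 8 in ionizing radiation (8, adjusted p = 5.05e-09), where blw, the alpha subunit, had -0.78. In ionizing radiation 16 of the 54 genes were down-regulated (16 over the list alone), at a median of -0.42 (adjusted p = 7.38e-15), and in hydrogen peroxide 6 (6), at a median of -0.18 (adjusted p = 0.000753, and adjusted p = 0.111 with an estimated correlation). The difference of aging from ionizing radiation was -0.10 at the median (adjusted p = 0.0438, and adjusted p = 0.327 with an estimated correlation), that from hydrogen peroxide -0.39 (adjusted p = 1.88e-06), that from hyperoxia -0.41 (adjusted p = 3.49e-19) and that from heat stress -0.59 (adjusted p = 5.69e-15). The mean log2 value of the 54 genes was 12.67 ± 0.019 (SD, n = 4) in old flies and 13.24 ± 0.023 (SD, n = 6) in young controls. The highest old array, at 12.68, lay below the lowest young array, at 13.21. With median scaling of the arrays, 13 of the 54 genes were down-regulated in aging. Old replicate 2, whose 3' to 5' ratios are the highest of all arrays, lay apart from the other old arrays for complex II, at 11.57.

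**Figure D2:**
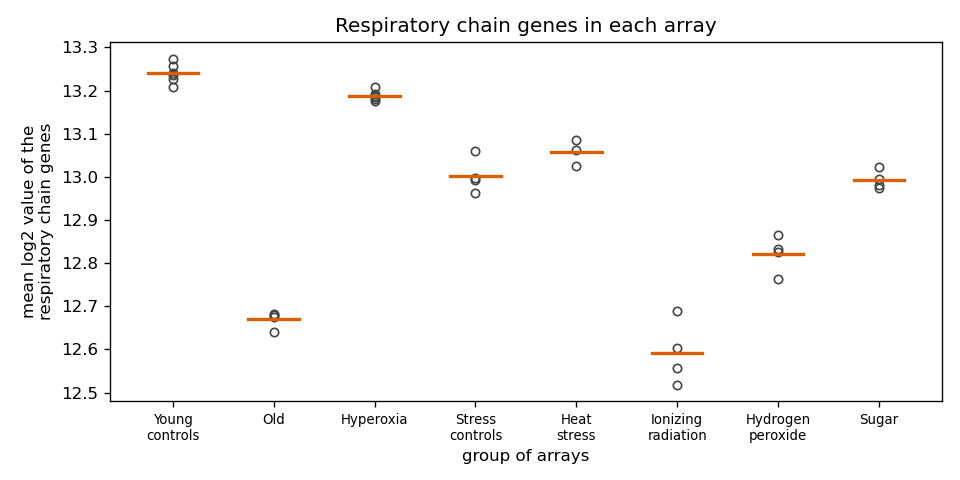
Mean log2 value of 54 respiratory chain genes (vertical axis) in each array, by group of arrays; circles are arrays and bars group means. The old arrays average 12.67 and the young controls 13.24, without overlap.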

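Genes of the protein translocases of the mitochondrial membranes (TIM and TOM) fell in aging. Of 16 TIM and TOM genes, 4 were down-regulated (4 when adjusted over the list alone), at a median log2 fold change of -0.51 (adjusted p = 6.03e-05 from camera). They were ttm2, at -1.17 (standard error 0.16, adjusted p = 8.04e-07), Tim8, at -0.71, Tim17a1, at -0.70, and Tom70, a receptor of the outer membrane, at -0.69 (standard error 0.10, adjusted p = 5.02e-06). Both ttm2 and Tim17a1 are expressed mainly in the testis, whose genes also fell in aging, and Tim17a1 rose with testis genes in heat stress (0.63). Of 64 mitochondrial ribosomal protein genes, limma called 0 down-regulated in aging (0 when adjusted over the list alone), while 13 had negative values and 1 a positive value at an unadjusted p under 0.05. Their median was -0.13 (adjusted p = 0.0424 from camera, and adjusted p = 0.460 with an estimated correlation). In ionizing radiation 7 of them were down-regulated (6 over the list alone), including mRpL21 (-0.87) and mRpL23 (-0.86), and in heat stress 5 (5 over the list alone), including mRpL21 (-1.25). Ionizing radiation replicate 1 lay apart from its group for this list, at a mean log2 value of 9.60. Sod2, the mitochondrial superoxide dismutase, had a normalized signal of 3071 ± 428 (SD, n = 4) in old flies and 4572 ± 114 (SD, n = 6) in young flies, with every old array below every young array. Its log2 fold change of -0.58 (standard error 0.082, adjusted p = 1.79e-06) lay just short of the 1.5-fold threshold, and without Old replicate 3 it was -0.64 and called. It was also called without Young controls replicate 5 (-0.59) or replicate 6 (-0.59), Old replicate 1 (-0.60) or Old replicate 4 (-0.61). Of 11 antioxidant enzyme genes, limma called 0 up-regulated in aging (0 when adjusted over the list alone), while 4 were higher and 1 was lower at an unadjusted p under 0.05 (adjusted p = 0.427). Old replicate 2 lay apart from the other old arrays for this list, at a mean log2 value of 11.17. In hyperoxia the glutathione peroxidase gene Gtpx rose, at 1.06.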

### Confirmation of selected gene expression changes

Changes in gene expression caused by one or more stressors were confirmed by quantitative real-time PCR (Figure 1 and Supplemental Figure S3) and by Northern blot analysis (Supplemental Figure S1), and in general an excellent concordance was observed with the micro-array data and with the published literature (Summarized in Table 2). One exception was for expression of the innate immune response gene *Drosomycin* upon heat stress, which was observed to increase in the micro-array analysis, but to decrease in the qPCR analysis (Table 2). 

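Drs, which encodes the antifungal peptide Drosomycin, had a normalized signal of 6223 ± 1753 (SD, n = 3) in heat stress and 1054 ± 79.7 (SD, n = 4) in stress controls on the arrays. Its log2 fold change was 2.48 (standard error 0.31, adjusted p = 2.73e-07), and the lowest heat stress array lay above the highest control array. Unlike Drs, BomS2 was down-regulated in heat stress, at -1.32 (standard error 0.28, adjusted p = 0.000674), and Def had -0.025 (adjusted p = 0.979). AttA had 0.78 (standard error 0.56, adjusted p = 0.378). Of 7 antimicrobial peptide genes, 1 rose (1 over the list alone) and 1 fell (1), with a median of -0.025 and a mean of 0.092 (adjusted p = 0.814). Drs was also up-regulated in aging (2.18), ionizing radiation (2.45), hydrogen peroxide (1.26) and hyperoxia (1.11). The call in hyperoxia ended when the model held only the 2 groups compared (adjusted p = 0.0110).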

Because bacterial load and *Drosomycin* gene expression can vary significantly between different flies and vials of flies [13], we conclude that this discrepancy was most likely due to a small difference in bacterial load and *Drosomycin* gene expression in the control flies used for the qPCR analysis relative to the control flies used for micro-array analysis.

Comparison of the responses to the different stresses reveals preferential induction of certain genes. For example, *Hsp70* (Figure 1) and *Hsp22* (Supplemental Figure S3) were induced to the greatest extent by heat stress, whereas *l(2)efl* (Figure 1) and *ade3* (Supplemental Figure S3) were induced to a greater extent by ionizing radiation and hyperoxia. In addition significant sexual dimorphism in the magnitude of responses was observed. For example, the induction of *Hsp70* (Figure 1) and *Hsp22* (Supplemental Figure S3) in response to heat stress was greater in males than in females, and the induction of *l(2)efl* (Figure 1) and *ade3* (Supplemental Figure S3) in response to ionizing radiation was greater in males than in females.

### A GstD-GFP reporter construct recapitulates induction during aging

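GstD1, a glutathione S-transferase of the same cluster as GstD2, was called up-regulated in hyperoxia at the 1.5-fold threshold, with a log2 fold change of 0.92 (standard error 0.063, adjusted p = 7.11e-13). Its normalized signal was 49288 ± 2243 (SD, n = 6) in hyperoxia and 25945 ± 867 (SD, n = 6) in young controls. In old flies the signal was 32544 ± 3209 (SD, n = 4), a log2 fold change of 0.32 (standard error 0.070, adjusted p = 0.000667) that was called at a threshold of 1.2-fold, with Old replicate 2 apart from the others at a log2 value of 14.76. In ionizing radiation the value was 0.45 (standard error 0.077, adjusted p = 2.66e-05) and in hydrogen peroxide 0.41 (standard error 0.077, adjusted p = 0.000101), and both were called at 1.2-fold. With median scaling, or with the values before normalization, hydrogen peroxide gave 0.67 and 0.61 and was called. In heat stress GstD1 had -0.019 (adjusted p = 0.918).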

The*GstD1* gene encodes a glutathione-S-transferase, and is induced in adult flies during normal aging and when flies are challenged with oxidative stress produced by hyperoxia and paraquat [6, 7, 14], and was also found to be up-regulated in response to hydrogen peroxide and ionizing radiation stress (Summarized in Table 2). The *GstD1* promoter region contains consensus binding motifs for the stress-responsive transcription factors Nrf2 and Foxo (diagrammed in Supplemental Figure S4). A transgenic reporter has been characterized where the regulatory sequences of the *GstD1* gene are fused to GFP, and the resulting GstD-GFP reporter is induced in the adult fly by feeding flies with the oxidative stressors paraquat, arsenic or hydrogen peroxide [15]. A clustered point mutation was created to disrupt the antioxidant response element (ARE) in the GstD-GFP reporter to yield a mutant reporter called GstD-deltaARE-GFP (diagrammed in Supplemental Figure S4). These reporters have been used to demonstrate that the GstD-GFP transgene is positively regulated in the adult fly in response to genetically-altered Nrf2 expression, and in response to the cancer chemotherapeutic compound Oltipraz which is known to activate Nrf2, and these regulations required the intact ARE [15]. Quantitative PCR analysis of adult flies indicated that induction of the *GstD1* gene by paraquat is reduced in flies hemizygous for the JNKK gene *hemipterous*, suggesting additional positive regulation of GstD genes by the JNK pathway in response to oxidative stress [16]. The JNK pathway activates the transcription factor Foxo suggesting that the JNK pathway may activate GstD gene expression through the Foxo binding motif located in the GstD gene promoter region [17](diagrammed in Supplemental Figure S4). A GstD1-LacZ reporter has been reported to be up-regulated during normal aging in the enteroendocrine cells (ECs) of the fly intestine, but to be reduced during aging in the intestinal stem cells (ISCs) [18].

Here the expression of the GstD-GFP and GstD-deltaARE-GFP reporters were examined in whole adult flies during normal aging. The GstD-GFP reporter was expressed at low levels in young flies, and exhibited robust induction throughout the body of the fly during aging, including the head, thorax, abdomen and legs (Figure 2A), consistent with the whole-body micro-array analyses presented above. Induction was apparent even at moderate ages (30 days; Figure 2A) and continued at high levels for the remainder of the life span (data not shown). In contrast, the GstD-deltaARE-GFP reporter was robustly induced in thorax and legs, particularly in flight muscle and leg muscle, whereas induction in the head and abdomen was either greatly reduced or absent. The GstD-deltaARE-GFP reporter was also observed to produce slightly more expression in young flies in the upper abdomen. The mean GFP intensity throughout the body was quantified from captured images of multiple flies using Image J software, and this analysis confirmed the up-regulation of both reporters during aging, in both males and females (Figure 2B). Despite the absence of GFP induction in head and abdomen tissue, the mean intensity of fluorescence produced by the GstD-deltaARE-GFP reporter throughout the fly was comparable to the un-mutated reporter (Figure 2B), as the expression in thorax and legs was relatively greater (see Figure 2A); and this difference may be due to some effect of the different chromosomal insertion sites on the overall expression levels for the reporters. Taken together, these data confirm the up-regulation of the *GstD1* gene during aging in the majority of adult tissues, and suggest that efficient expression in the head and abdomen may require the consensus ARE motif (Diagrammed in Supplemental Figure S4).

**Figure 2:**
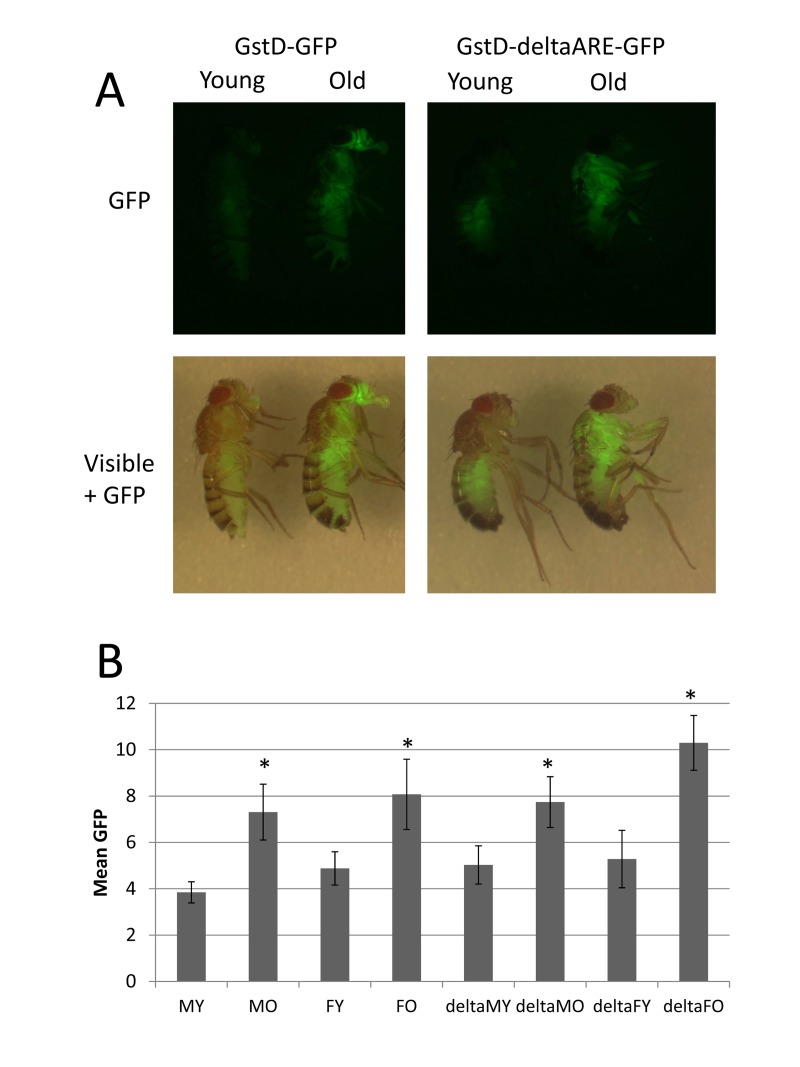
GstD-GFP transgenic reporters recapitulate GstD1 gene induction during aging (**A**) Expression of the transgenic reporter constructs GstD-GFP and GstD-deltaARE-GFP was visualized in 6 day old (Young) and 30 day old (Old) male and female flies, as indicated, using the fluorescence stereomicroscope. The GFP image and an overlay of the GFP image and the visible light image are presented, as indicated. (**B**) Quantification of the expression of the GstD-GFP and GstD-deltaARE-GFP reporters in male (M) and female (F) flies, both young (Y) and old (O), as indicated. The data for the Gst-deltaARE-GFP reporter is specified by prefix (delta). Values for old flies were compared to young using unpaired, two-sided t-tests, and statistically significant differences (p < 0.05) are indicated with asterisk.

## DISCUSSION

### A core set of stress response genes shared with aging

Changes in gene expression that were common to aging and all tested stresses identified a core set of stress response genes. *Pepck* encodes an enzyme critical in gluconeogenesis and glyceroneogenesis, and its up-regulation may be part of a basic metabolic adaptation to stress [19]. Interestingly, in mice, over-expression of PEPCK specifically in muscle tissue increases movement, life span and muscle mitochondrial proliferation [20]. Also among the core set of induced genes were *Starvin, ref(2)P*, and the Hsp genes *Hsp70, Hsp83* and *l[2]efl*. *Starvin* encodes a co-chaperone involved in autophagy and muscle maintenance and its up-regulation is consistent with its role in protein turnover and the cellular response to proteotoxicity [21]. Similarly, *ref(2)P* encodes a component of the mitochondrial unfolded protein response (mUPR) pathway, consistent with proteotoxicity in the mito-chondrial compartment. Hsp genes are induced in response to protein denaturation and misfolding through activation of the HSF transcription factor, which in turn binds to HSEs in the Hsp gene promoters and activates transcription [1, 2]. In stressed cells certain Hsps have been shown to function to reduce proteotoxicity by favoring protein re-folding as well as the turnover of damaged proteins through the ubiquitin/proteasome and autophagy pathways [2, 22]. Induction of Drosophila Hsp genes during normal aging and upon oxidative stress has been shown to be dependent upon functional HSEs in the gene promoters, consistent with an increased abundance of misfolded proteins and conse-quent HSF activation under these conditions [4, 5]. The presence of Hsp genes in the set up-regulated by aging and each stressor indicates that protein denaturation/misfolding and HSF activation are common features of aging and each of the tested stresses. Induction of Hsps during aging may be part of a stress response that favors fly function by helping the fly to cope with aging-associated proteotoxicity [3]. Consistent with this idea, increased expression of certain Hsps is associated with increased fly life span [23-25]. In addition, it is also possible that chronic Hsp induction, particularly at late ages, may sometimes be mal-adaptive [2]. Interestingly, 8/18 of the common up-regulated genes and 21/32 of the common down-regulated genes have uncharacterized functions, indicating that there is much yet to be learned about the core stress response.

**Table 5:** Features unique to aging

**Table:** 

GO:0006952	defense response(24)	1.04E-10
GO:0042742	defense response to bacterium(17)	2.52E-09
GO:0009617	response to bacterium(17)	2.61E-08
GO:0050830	defense response to Gram-positive bacterium(11)	1.35E-07
GO:0051707	response to other organism(19)	1.29E-06
GO:0009607	response to biotic stimulus(19)	1.55E-06
GO:0006955	immune response(18)	4.36E-06
GO:0002376	immune system process(20)	1.56E-05
GO:0051704	multi-organism process(21)	7.84E-04
GO:0019731	antibacterial humoral response(8)	0.002999
GO:0009620	response to fungus(7)	0.010042
GO:0006959	humoral immune response(11)	0.015651
GO:0019730	antimicrobial humoral response(10)	0.039404

**Table:** 

GO:0006091	generation of precursor metabolites and energy(53)	6.12E-32
GO:0045333	cellular respiration(44)	3.06E-29
GO:0015980	energy derivation by oxidation of organic compounds(44))	2.36E-27
GO:0042773	ATP synthesis coupled electron transport(29)	9.71E-20
GO:0006119	oxidative phosphorylation(30)	1.06E-19
GO:0022900	electron transport chain(30)	1.09E-18
GO:0022904	respiratory electron transport chain(29)	1.88E-18
GO:0042775	mitochondrial ATP synthesis coupled electron transport(27)	4.70E-18
GO:0055114	oxidation-reduction process(62)	8.74E-10
GO:0006084	acetyl-CoA metabolic process(17)	1.56E-09
GO:0006099	tricarboxylic acid cycle(16)	6.58E-09
GO:0046356	acetyl-CoA catabolic process(16)	6.58E-09
GO:0009109	coenzyme catabolic process(16)	1.02E-08
GO:0009060	aerobic respiration(16)	1.57E-08
GO:0051187	cofactor catabolic process(16)	1.57E-08
GO:0006732	coenzyme metabolic process(21)	3.37E-07
GO:0006120	mitochondrial electron transport, NADH to ubiquinone(13)	7.68E-07
GO:0051186	cofactor metabolic process(22)	1.21E-06
GO:0016310	Phosphorylation(47)	1.84E-06
GO:0006793	phosphorus metabolic process(53)	7.47E-06
GO:0006796	phosphate-containing compound metabolic process(53)	7.47E-06
GO:0006839	mitochondrial transport(13)	3.31E-04
GO:0006123	mitochondrial electron transport, cytochrome c to oxygen(7)	0.002098
GO:0009056	catabolic process(46)	0.003113
GO:0044281	small molecule metabolic process(58)	0.003288
GO:0007005	mitochondrion organization(15)	0.003544
GO:0006626	protein targeting to mitochondrion(9)	0.005904
GO:0070585	protein localization in mitochondrion(9)	0.005904
GO:0072655	establishment of protein localization in mitochondrion(9)	0.005904
GO:0007283	Spermatogenesis(22)	0.007147
GO:0048232	male gamete generation(22)	0.007884
GO:0043648	dicarboxylic acid metabolic process(7)	0.010686
GO:0006096	Glycolysis(8)	0.02534
GO:0006122	mitochondrial electron transport, ubiquinol to cytochrome c(6)	0.026633
GO:0044248	cellular catabolic process(36)	0.032559
GO:0006006	glucose metabolic process(10)	0.042632

### Each stress has unique gene expression changes

While the pattern of gene expression changes during aging shared features with each of the tested stresses, each stress also had unique features (Summarized in Table 3). For example, hydrogen peroxide stress caused up-regulation of numerous genes involved in developmental pathways and signaling pathways, consistent with the fact that hydrogen peroxide also normally functions as a signaling molecule, during development and in adults, in Drosophila and other metazoans [26-30]. Genes uniquely up-regulated upon heat stress included ones of the Hsp60-class, which are important for protein trafficking and protein import into organelles [31]. Down-regulated genes unique to heat stress were enriched for the GO terms Defense response and Melanization defense response, suggesting that responses to wounding and bacterial challenge may be impaired. Finally, genes uniquely up-regulated in response to ionizing radiation included several proteasome subunit genes, which may indicate a particular requirement for protein turnover, perhaps in response to protein backbone cleavage, or alternatively this might reflect the critical role of the proteasome in DNA repair [32].

### Aging has both shared and unique features relative to the tested stresses

While aging shared features with each stress, aging was found to be more similar to the stresses most associated with oxidative stress (hyperoxia, hydrogen peroxide, ionizing radiation) than it was to heat stress. These observations are consistent with the conclusion that aging eukaryotic cells are in a pro-oxidant state [6, 33] associated with up-regulation of oxidative stress-response genes including ones encoding Gsts [34]. In addition to the shared features, a number of gene expression changes were found to be unique to aging (Supplemental Table S1). For example, the gene encoding the mitochondrial form of superoxide dismutase (*MnSOD* or *SOD2*) was uniquely down-regulated during aging, and this is of potential interest given the fact that augmenting the expression of*MnSOD* can favor life span in adult flies [35, 36] and in *C. elegans*[37]. Also uniquely up-regulated during aging were the odorant receptor genes *Obp56a* and *Obp57d*, which is interesting in light of reports of negative effects of other odorant receptor genes on fly life span [38].

**Table 6:** Features common to aging and individual stress factors

**Table:** 

GO:0009408	response to heat(16)	2.64E-11
GO:0009266	response to temperature stimulus(17)	1.15E-10
GO:0006950	response to stress(34)	9.95E-08
GO:0035079	polytene chromosome puffing(5)	3.88E-05
GO:0035080	heat shock-mediated polytene chromosome puffing(5)	3.88E-05
GO:0009628	response to abiotic stimulus(17)	8.38E-05
GO:0044271	cellular nitrogen compound biosynthetic process(14)	0.00202
GO:0034605	cellular response to heat(6)	0.002657
GO:0019731	antibacterial humoral response(7)	0.009046
GO:0009156	ribonucleoside monophosphate biosynthetic process(5)	0.032356
GO:0009161	ribonucleoside monophosphate metabolic process(5)	0.032356
GO:0006564	L-serine biosynthetic process(3)	0.04487

**Table:** 

GO:0006508	Proteolysis(56)	6.01E-18
GO:0045297	post-mating behavior(7)	9.33E-04
GO:0008152	metabolic process(131)	0.00614

**Table:** 

GO:0009408	response to heat(11)	4.75E-06
GO:0035079	polytene chromosome puffing(5)	1.44E-05
GO:0035080	heat shock-mediated polytene chromosome puffing(6)	1.44E-05
GO:0006950	response to stress(27)	2.86E-05
GO:0009266	response to temperature stimulus(11)	7.87E-05
GO:0034605	cellular response to heat(6)	8.32E-04
GO:0044271	cellular nitrogen compound biosynthetic process(13)	0.001277
GO:0009069	serine family amino acid metabolic process(5)	0.005345
GO:0044281	small molecule metabolic process(24)	0.005367
GO:0006564	L-serine biosynthetic process(3)	0.024923
GO:0051707	response to other organism(11)	0.032029
GO:0009607	response to biotic stimulus(11)	0.035404

**Table:** 

GO:0006091	generation of precursor metabolites and energy(12)	0.001493
GO:0022900	electron transport chain(9)	0.001518
GO:0055114	oxidation-reduction process(22)	0.002986
GO:0045333	cellular respiration(10)	0.003694
GO:0015980	energy derivation by oxidation of organic compounds(10)	0.008153
GO:0022904	respiratory electron transport chain(8)	0.010626
GO:0042775	mitochondrial ATP synthesis coupled electron transport(7)	0.043253

**Table:** 

GO:0009408	response to heat(18)	1.04E-21
GO:0009266	response to temperature stimulus(18)	1.68E-19
GO:0009628	response to abiotic stimulus(18)	8.84E-13
GO:0006950	response to stress(22)	1.70E-08
GO:0006457	protein folding(11)	1.90E-07
GO:0035079	polytene chromosome puffing(5)	4.29E-07
GO:0035080	heat shock-mediated polytene chromosome puffing(5)	4.29E-07
GO:0034605	cellular response to heat(6)	1.27E-05
GO:0001666	response to hypoxia(6)	0.001193
GO:0070482	response to oxygen levels(6)	0.002157
GO:0042221	response to chemical stimulus(14)	0.031137

**Table:** 

GO:0006508	Proteolysis(25)	1.75E-07

**Table:** 

GO:0006950	response to stress(33)	2.17E-06
GO:0009408	response to heat(12)	5.07E-06
GO:0035079	polytene chromosome puffing(5)	5.04E-05
GO:0035080	heat shock-mediated polytene chromosome puffing(5)	5.04E-05
GO:0009266	response to temperature stimulus(12)	1.05E-04
GO:0034605	cellular response to heat(6)	0.003611
GO:0009069	serine family amino acid metabolic process(5)	0.018171
GO:0044271	cellular nitrogen compound biosynthetic process(13)	0.022327
GO:0033554	cellular response to stress(18)	0.024714

**Table:** 

GO:0006091	generation of precursor metabolites and energy(17)	2.30E-07
GO:0045333	cellular respiration(14)	1.95E-06
GO:0015980	energy derivation by oxidation of organic compounds(14)	6.16E-06
GO:0022900	electron transport chain(11)	4.47E-05
GO:0055114	oxidation-reduction process(26)	2.65E-04
GO:0006119	oxidative phosphorylation(10)	2.91E-04
GO:0022904	respiratory electron transport chain(10)	2.91E-04
GO:0042775	mitochondrial ATP synthesis coupled electron transport(9)	9.52E-04
GO:0042773	ATP synthesis coupled electron transport(9)	0.00164

### The aging gene expression pattern indicates a failure in mitochondrial maintenance

The changes in gene expression that were found to be unique to aging included up-regulation of numerous innate immune response genes, and down-regulation of numerous mitochondrial metabolism genes, including ones encoding components of the ETC (Table 4). While up-regulation of innate immune response genes is a feature of aging that is shared with hyperoxia [6] (Supplemental Table S3), the number of up-regulated innate immune response genes was significantly greater for aging, resulting in many changes in this category that were unique to aging. Similarly, down-regulation of mitochondrial and ETC genes is a feature of aging that is shared with ionizing radiation and hydrogen peroxide stress (Supplemental Table S3), but the number of down-regulated mitochondrial and ETC genes was greater for aging, resulting in many changes in this category that were unique to aging. Girardot et al [39] examined gene expression changes during Drosophila aging separately for the head, thorax and abdomen, and found that down-regulation of mitochondrial genes is observed preferentially in the thorax; because the thorax is composed primarily of flight muscle this observation suggests that mitochondrial gene down-regulation may occur preferentially in muscle tissue.

Up-regulation of innate immune response genes during Drosophila aging is in part due to a dramatic increase in microbial load during aging, as eliminating bacteria reduces the response [13]. However, innate immune response genes are still up-regulated during aging in the absence of detectable microbes, suggesting additional mechanisms for activation of these genes during aging. Consistent with this conclusion, innate immune response genes are also up-regulated in response to oxidative stress caused by hyperoxia ([6]; this study), and therefore one possibility is that an aging-related failure in mitochondrial maintenance leads to oxidative stress that can induce innate immune response gene expression. Similarly, studies in mammals reveal that damaged mitochondria also release DNA fragments and formyl-peptides that can induce innate immune response genes [40], and therefore this may be an additional mechanism for innate immune response gene induction during aging that is a consequence of a failure in mitochondrial maintenance. The across-the-board down-regulation of Drosophila mitochondrial genes, ETC genes and mitochondrial metabolism genes observed during aging suggests a possible mechanism for a failure in mitochondrial maintenance during aging (Diagrammed in Supplemental Figure S5). The ETC and mitochondria turn over at a basal rate, and more rapidly in response to signals such as starvation, and a reduced rate of replacement is expected to result in longer-lived structures that will be more susceptible to time-dependent damage and malfunction. This idea is consistent with the observed accumulation of structural-ly abnormal mitochondria during Drosophila aging [41-44], reduced mitochondrial transcription [45], decreased ATP and increased production of ROS [46]. Decreased ATP flux is expected to reduce rates of bulk protein synthesis and turnover, and increased ROS will increase protein damage, consistent with the accumulation of damaged and misfolded proteins (proteotoxicity) and the induction of Hsp genes [2, 22, 24].

Taken together, the data support a model wherein the down-regulation of mitochondrial and ETC genes during aging leads to a failure in mitochondrial maintenance and the accumulation of abnormal mitochondria, which in turns leads to oxidative stress and proteotoxicity; these stresses in turn cause the oxidative-stress-like and proteotoxic-stress-like patterns of gene expression observed during aging (Supplemental Figure S5). Placing oxidative stress down-stream of an aging-associated failure in mitochondrial maintenance is consistent with the observation that oxidative stress correlates with, but does not directly regulate life span in Drosophila [47], and with the implication of mitochondrial malfunction in mammalian aging-related metabolic disorders [48]. Consistent with the importance of mitochondrial maintenance in aging, certain interventions that increase mitochondrial proliferation, such as over-expression of PGC1alpha in gut tissue, have recently been reported to increase life span and tissue function in aging Drosophila [49, 50], and PGC1alpha activity is also implicated in maintaining tissue function during aging in mammals [51]. In contrast, other manipulations that increase Drosophila mitochondrial proliferation, such as increased tissue-general expression of PGC1alpha [50] or cyclin D/Cdk4 [52] had negative consequences for life span and oxidative stress levels, and taken together these studies indicate that effective interventions in mitochondrial maintenance during aging will require tissue-specific targeting. Notably, certain carefully-timed interventions that reduce activity of ETC components have been shown to increase life span in both invertebrates and mammals [53-55], and this might function through a hormetic response to increase production of new mitochondria, or conceivably by inhibiting the activity of abnormal mitochondria. Critical questions for the future include determining the causes and mechanisms for the observed down-regulation of mitochondrial and ETC genes during aging - a pattern shared by Drosophila and mammalian tissues [6, 9]. Possible explanations include the inherently shorter-lived nature of mitochondrial genome sequences relative to nuclear genome sequences, genetic conflicts resulting from the uni-parental inheritance of mitochondrial genomes, and trade-offs between the costly production of new mitochondria and investments in growth, sexual differentiation and reproduction [56-61](Supplemental Figure S5), and these will be interesting areas for future research.

## METHODS

### Drosophila culture, microscopy and stress treatments

*Drosophila melanogaster* flies were cultured on a standard agar/dextrose/corn meal/yeast media at 25^°^C [62]. The transgenic strains GstD1-GFP and GstD1-deltaARE-GFP were generously provided by Dirk Bohmann [15]. Age-synchronized cohorts of flies were generated by collecting newly-eclosed flies over a period of 48 hours, followed by maintenance in vials at approximately 20 flies per vial, with every-other day transfer to fresh media, until the indicated age time points. Visible images, GFP fluorescence images, and image overlays for flies were generated using the Leica MZFLIII fluorescence stereomicroscope. GFP fluore-scence was quantified using captured GFP images and Image J software, with mean and standard deviation calculated using 6 flies per sample. Flies used for stress treatments, RNA analyses and microarray analyses were generated as follows: males of wild-type strain Oregon-R were crossed to virgins of transgenic laboratory stock *w[1118];rtTA(3)E2/TM3 Sb* to generate hybrid progeny of genotype *w[1118];rtTA(3)E2/+*, as was used for previous microarray analyses [63], and 9-10 day-old male flies were used for each stress treatment. Old flies were 61 days of age, which corresponds to approximately the 50% survival point for the cohort [6]. Vials containing 1% sucrose were prepared by adding 1.5 ml of 1% sucrose in deionized water to a Drosophila vial containing a single folded Kimwipe (Kimberly-Clark). For each stress treatment and the sugar-treated controls, replicate vials of 25 flies each were subjected to the treatment, and then the flies from each vial were separately processed for RNA, and each sample was used to generate probe for one micro-array hybridization, such that each treatment is represented by at least three biological replicates. For hyperoxia treatment flies in standard food vials were subjected to 100% oxygen atmosphere for 5 days as previously described [6]. For ionizing radiation treatment flies in standard food vials were irradiated with 5666Rads/hour for 16 hours using a Cesium source (Grammacell 40-Cesium 137, Atomic Energy, Canada) at the USC Norris Cancer Center facility, and then transferred to 1% sucrose vials for two days followed by processing for RNA. For qPCR analysis 9 hour irradiation samples were also generated. Because ionizing radiation is inhibitory to transcription, the two-day recovery period was included to allow the gene expression response to develop; recovery in sucrose vials was employed because the newly-irradiated flies have greatly reduced mobility and will adhere to the surface of a regular food vial. For hydrogen peroxide treatment flies were placed in sucrose vials adjusted to 3% hydrogen peroxide for two days, and then processed for RNA. For heat stress treatment flies were placed in sucrose vials at 37^o^C for 5.5 hours and then processed for RNA. Controls for the effects of sucrose vials (“sugar-treated controls”) were generated by placing flies in sucrose vials for two days prior to processing for RNA.

### RNA isolation and microarray hybridization

An average of 35 μg RNA was isolated from groups of 25 adult male flies using Trizol reagent (Life Technologies, Grand Island) according to the manufacturer's instructions. The RNA was further purified using the RNAqueous kit, and concentration was determined using NanoDrop spectrophotometer. A portion of the RNA (3 μg) was fractionated on 1.0% agarose gels to determine purity. 10 μg of total RNA was then used as substrate to generate biotinylated cRNA according to standard Affymetrix protocol (Childrens Hospital, Los Angeles, CA)[6]. A total of 35 Affymetrix gene chips were analyzed including at least four biological replicates for each experimental condition and control, with the exception of heat stress in which one array was omitted due to poor quality. The old, hyperoxia, and young samples were derived from our previous study [6] in which six arrays were used for the hyperoxia and young conditions and four arrays were used for old flies. Quantitative real-time RT-PCR analyses [64] and Northern blot analyses [65] were performed as previously described, using RNA samples derived independently from those used for the microarrays.

### Statistical analysis of microarray data

Gene expres-sion measures were computed based on a non-linear multi-chip model of the perfect match signal [66]. This approach enables the separation of specific and non-specific components of the microarray signal and circumvents the issue of saturation bias in the high-intensity range. The background and concentration parameters were both fit within a single global routine (rather than estimating the background parameter before computing gene expression measures), and the model that best described the observed data selected. Linear modeling and empirical Bayes analysis [67] was performed in the R statistical programming language (http://www.r-project.org/) using the Limma: Linear Models for Microarray Data package [67] to identify genes significantly differentially expressed in response to multiple stressors or during aging; Limma computes an empirical Bayes adjustment for the t-test. Because the identification of genes altered in multiple condiions was a major objective of this study, a nested F-test approach was employed as this can be more powerful at detecting genes altered in multiple contrasts. Multiple testing was corrected for using the Benjamini and Hochberg method, which controls the false discovery rate (FDR) [68] in this framework on a per-gene basis (but not across contrasts). Using this robust method, genes were found to be significantly differentially expressed both by biological and statistical criteria (±1.2 fold change, FDR 1% (*p* < 0.01); (Supplemental Table S4a, Supplemental Table S4b, Supplemental Table S4c, Supplemental Table S4d, Supplemental Table S4e, Supplemental Table S4f, Supplemental Table S4g, Supplemental Table S4h, Supplemental Table S4i, Supplemental Table S4j, Supplemental Table S4k, Supplemental Table S4l). 

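At the 1.2-fold threshold, old flies had 1187 up-regulated and 1535 down-regulated genes, hydrogen peroxide had 1630 and 1421, ionizing radiation 1381 and 1369, heat stress 1224 and 1341, and hyperoxia 971 and 952. These are counts of 10845 genes called with the same nested F-test. At this threshold GstD1, a glutathione S-transferase, was called up in aging, ionizing radiation and hydrogen peroxide, Pepck1, of gluconeogenesis, up in aging, the chaperone gene Hsp83 up in ionizing radiation and hydrogen peroxide, and Sod2, the mitochondrial superoxide dismutase, down in aging and ionizing radiation and up in heat stress.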

Gene expression changes of ±1.5 fold were used for subsequent comparisons, as indicated. Hierarchical cluster analysis of the top 1000 differentially expressed genes for each condition based on the F-test *p*-value from the linear model fit was performed to visualize the gene expression patterns across different stressors, using the R package mclust. The microarray data discussed in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) [69] and are accessible through GEO Series numberGSEXXX.

### Functional annotation and statistical overrepresentation of Gene Ontology classifications

Statistically over-represented GO categories were identified using Flymine [70], by the calculation of a *p*-value denoting the probability that the observed numbers of counts could have resulted from randomly distributing a particular GO term between the test and the reference group. Multiple testing was controlled for using the Holm-Bonferoni method.

### Statistical significance of overlapping gene sets

The statistical significance of the overlap between various gene sets was evaluated by computing the *p*-value representing the probability of obtaining the observed number of overlaps by chance under a hypergeometric distribution, using the R function phyper [71].

### Identification of enriched GO terms and corrections for effects of sucrose vials

Gene annotations for the AffyDrosGenome1 arrays were updated to the latest information from Flybase using the online tool Flymine [70] for all genes with expression altered ≥1.5 fold. Gene annotations identified by Flymine as matching more than one entry in the current database were resolved where possible, as follows: The Affymetrix probe ID was obtained from the limma files, and the corresponding probe sequence was obtained from the Affymetrix website. The probe sequence was then used to query the current Drosophila genome sequence annotation using the Flybase website and BLAST function to identify the correct gene. Ten probe sequences had ambiguous match that could not be resolved and were not included in the GO term analyses (Supplemental Table S5), and an additional 27 identifiers did not match genes in the current database. To control for any possible effects on gene expression patterns caused by two days maintenance of flies in sucrose vials, GeneChip analysis was performed on flies transferred to sucrose vials for two days in the absence of added stressors as a control. 258 genes were found to be up-regulated and 362 genes were found to be down-regulated relative to controls maintained on normal media (Supplemental Table S6), and these gene sets had no GO terms enriched among the up-regulated genes, and 4 GO terms enriched among the down-regulated genes: Proteolysis, Post-mating behavior, Insemination, and Lipid metabolic process (Supplemental Table S7). 

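Flies moved to sucrose vials had 315 up-regulated and 235 down-regulated genes. Among the first were MtnB, a metallothionein that binds metals, at a log2 fold change of 2.56 (standard error 0.44, adjusted p = 0.000328), CG13215, at 2.74, and Miox, myo-inositol oxygenase, at 1.54. The largest fall was that of Lsp2, a storage protein of the fat body, at -2.74 (standard error 0.19, adjusted p = 3.45e-11), followed by the gut protease genes Jon99Fi (-2.72) and Jon25Bi (-2.53) and the carboxypeptidase gene CG12374 (-2.23). Of 17 male accessory gland genes, which encode seminal proteins, 9 were down-regulated (7 when adjusted over the list alone), at a median of -0.60 (adjusted p = 6.62e-06 from camera). Acp76A, a seminal serpin, had -1.81, and Acp26Aa, which stimulates egg laying in mated females, had -1.06. Lsd-1, a protein of lipid droplets, had -0.98. Of 16 genes of purine, one-carbon and serine synthesis, 4 rose (4 over the list alone, adjusted p = 9.71e-06), Nmdmc by 0.75 among them. The sugar arrays lie on a lower scale than the others, so these directions hold after normalization: in the values before it the median log2 fold change of all genes was -2.35, and limma called 0 genes up and 10139 down (1 and 10524 at an unadjusted p under 0.05). When the F-test was replaced by an adjustment within each contrast, 206 genes were up-regulated and 131 down-regulated. Every sugar array had higher 3' to 5' ratios than every stress control for actin and eIF-4a. The ranges were 2.65 to 3.51 against 1.48 to 1.99 for actin, and 3.43 to 4.17 against 2.44 to 3.24 for eIF-4a. For GAPDH they overlapped. Whether this difference in ratios affected the values was not tested.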

The genes that were up-regulated and down-regulated in response to sucrose were subtracted from the lists of genes up-regulated and down-regulated in response to hydrogen peroxide and ionizing radiation treatment to generate the final lists presented in Tables 1, 3, 4, and Supplemental Table S1, Supplemental Tables S2, Supplemental Table S3. While this simple subtraction procedure does not account for possible gene expression changes caused by interactions of sucrose with the stressors, we observe that the major GO term categories enriched in the gene sets up-regulated and down-regulated by hydrogen peroxide and ionizing radiation do not differ significantlywhen the gene expression changes caused by sucrose alone are included or excluded from the analysis (compare Supplemental Table S8 and Supplemental Table S9 where the effects of sucrose are included, to Supplemental Table S10, Supplemental Tables S11 where the effects of sucrose are excluded). In addition, cluster analysis demonstrated that the gene expression changes caused by the hydrogen peroxide stress treatment and ionizing radiation stress treatment were more similar to each other and to aging and hyperoxia than they were to the sucrose-treated control flies (Supplemental Figure S3), providing further evidence that the gene expression changes due to sucrose transfer do not make a significant contribution to the gene expression changes observed in the hydrogen peroxide and ionizing radiation samples.

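Pfas and Gart, of purine synthesis, rose in hydrogen peroxide and ionizing radiation. In sugar Pfas rose too, by 0.64 on the log2 scale (adjusted p = 0.000506), and Gart had 0.19 (adjusted p = 0.348). Jon99Fi, a gut protease that fell in sugar, had log2 fold changes of -4.71 in ionizing radiation and -4.41 in hydrogen peroxide. Lsp2, the storage protein, had -1.19 in hydrogen peroxide and -1.25 in ionizing radiation against stress controls, but 1.55 and 1.49 against the sugar samples. Across 10845 genes, r of the log2 fold changes was 0.733 between hydrogen peroxide and ionizing radiation, 0.458 between hydrogen peroxide and sugar, and 0.413 between ionizing radiation and sugar. With hyperoxia r was 0.565 for ionizing radiation, 0.546 for hydrogen peroxide and 0.221 for sugar, and with aging r was 0.143 for sugar. Hydrogen peroxide, ionizing radiation and sugar share their stress controls, which alone gave r = 0.502 between the first 2 in simulations of unchanged groups. The covariance was 0.315 between hydrogen peroxide and ionizing radiation, 0.119 between hydrogen peroxide and sugar and 0.0943 between ionizing radiation and sugar, against 0.0294, 0.0293 and 0.0293 in the simulations. With the stress controls split between the 2 contrasts, r averaged 0.654, 0.348 and 0.295 over 6 assignments. Sugar shared 115 of the 847 genes up-regulated in ionizing radiation and 110 of the 892 down-regulated, where independent lists would share 24.6 and 19.3. In hydrogen peroxide it shared 141 of 971 and 140 of 1057, where independent lists would share 28.2 and 22.9. With the controls split the shared numbers were 104 and 97.0 in ionizing radiation and 126 and 129 in hydrogen peroxide on average. Conditions without sucrose vials and with other controls overlapped with sugar too. Hyperoxia shared 51 up-regulated and 87 down-regulated genes with it, where independent lists would share 10.8 and 11.3. Aging shared 61 and 67, where 17.3 and 22.1 would be shared. Such an overlap therefore does not by itself show an effect of the sucrose vials. The paper compares enriched GO terms with and without the sucrose genes. It takes its cluster analysis as further evidence of no significant contribution of sucrose transfer to the changes with hydrogen peroxide and ionizing radiation.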

## SUPPLEMENTARY MATERIAL

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 2

Supplemental Table S1. Gene expression changes unique to aging and each stress (sugar excluded)

Age up only

Age down only

O2 up only

O2 down only

H2O2 up only

H2O2 down only

Heat Shock up only

Heat Shock down only

Irradiation up only

Irradiation down only

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 3

Supplemental Table S2. Gene expression changes shared by aging and individual stresses (sugar excluded)

Age up and O2 up

Age down O2 down

Age up and H2O2 up

Age down H2O2 down

Age up and Heat Shock up

Age down and Heat Shock down

Age up and Irradiation up

Age down and Irradiation down

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 4

Supplemental Table S3. Features common to aging and individual stresses (sugar excluded)

a) GO enrichment terms for genes up-regulated in aging and in hyperoxia

| GO:0009408 | response to heat(16) | 2.64E-11 |
| --- | --- | --- |
| GO:0009266 | response to temperature stimulus(17) | 1.15E-10 |
| GO:0006950 | response to stress(34) | 9.95E-08 |
| GO:0035079 | polytene chromosome puffing(5) | 3.88E-05 |
| GO:0035080 | heat shock-mediated polytene chromosome( puffing(5) | 3.88E-05 |
| GO:0009628 | response to abiotic stimulus(17) | 8.38E-05 |
| GO:0044271 | cellular nitrogen compound biosynthetic process(14) | 0.00202 |
| GO:0034605 | cellular response to heat(6) | 0.002657 |
| GO:0019731 | antibacterial humoral response(7) | 0.009046 |
| GO:0009156 | ribonucleoside monophosphate biosynthetic process(5) | 0.032356 |
| GO:0009161 | ribonucleoside monophosphate metabolic process(5) | 0.032356 |
| GO:0006564 | L-serine biosynthetic process(3) | 0.04487 |

b) GO enrichment terms for genes that down-regulated in aging and in hyperoxia

| GO:0006508 | Proteolysis(56) | 6.01E-18 |
| --- | --- | --- |
| GO:0045297 | post-mating behavior(7) | 9.33E-04 |
| GO:0008152 | metabolic process(131) | 0.00614 |

c) GO enrichment terms for genes up-regulated in aging and hydrogen peroxide

| GO:0009408 | response to heat(11) | 4.75E-06 |
| --- | --- | --- |
| GO:0035079 | polytene chromosome puffing(5) | 1.44E-05 |
| GO:0035080 | heat shock-mediated polytene chromosome puffing(6) | 1.44E-05 |
| GO:0006950 | response to stress(27) | 2.86E-05 |
| GO:0009266 | response to temperature stimulus(11) | 7.87E-05 |
| GO:0034605 | cellular response to heat(6) | 8.32E-04 |
| GO:0044271 | cellular nitrogen compound biosynthetic process(13) | 0.001277 |
| GO:0009069 | serine family amino acid metabolic process(5) | 0.005345 |
| GO:0044281 | small molecule metabolic process(24) | 0.005367 |
| GO:0006564 | L-serine biosynthetic process(3) | 0.024923 |
| GO:0051707 | response to other organism(11) | 0.032029 |
| GO:0009607 | response to biotic stimulus(11) | 0.035404 |

d) GO enrichment terms for genes down-regulated in aging and hydrogen peroxide

| GO:0006091 | generation of precursor metabolites and energy(12) | 0.001493 |
| --- | --- | --- |
| GO:0022900 | electron transport chain(9) | 0.001518 |
| GO:0055114 | oxidation-reduction process(22) | 0.002986 |
| GO:0045333 | cellular respiration(10) | 0.003694 |
| GO:0015980 | energy derivation by oxidation of organic compounds(10) | 0.008153 |
| GO:0022904 | respiratory electron transport chain(8) | 0.010626 |
| GO:0042775 | mitochondrial ATP synthesis coupled electron transport(7) | 0.043253 |

e) GO enrichment terms for genes up-regulated in aging and heat stress

| GO:0009408 | response to heat(18) | 1.04E-21 |
| --- | --- | --- |
| GO:0009266 | response to temperature stimulus(18) | 1.68E-19 |
| GO:0009628 | response to abiotic stimulus(18) | 8.84E-13 |
| GO:0006950 | response to stress(22) | 1.70E-08 |
| GO:0006457 | protein folding(11) | 1.90E-07 |
| GO:0035079 | polytene chromosome puffing(5) | 4.29E-07 |
| GO:0035080 | heat shock-mediated polytene chromosome puffing(5) | 4.29E-07 |
| GO:0034605 | cellular response to heat(6) | 1.27E-05 |
| GO:0001666 | response to hypoxia(6) | 0.001193 |
| GO:0070482 | response to oxygen levels(6) | 0.002157 |
| GO:0042221 | response to chemical stimulus(14) | 0.031137 |

f) GO enrichment terms for genes down-regulated in aging and heat stress

| GO:0006508 | Proteolysis(25) | 1.75E-07 |
| --- | --- | --- |

g) GO enrichment terms for genes up-regulated in aging and Ionizing radiation

| GO:0006950 | response to stress(33) | | | | 2.17E-06 |  |
| --- | --- | --- | --- | --- | --- | --- |
| GO:0009408 | response to heat(12) | | | | 5.07E-06 |  |
| GO:0035079 | polytene chromosome puffing(5) | | | | 5.04E-05 |  |
| GO:0035080 | heat shock-mediated polytene chromosome puffing(5) | | | | 5.04E-05 |  |
| GO:0009266 | response to temperature stimulus(12) | | | | 1.05E-04 |  |
| GO:0034605 | cellular response to heat(6) | | | | 0.003611 |  |
| GO:0009069 | serine family amino acid metabolic process(5) | | | | 0.018171 |  |
| GO:0044271 | cellular nitrogen compound biosynthetic process(13) | | | | 0.022327 |  |
| GO:0033554 | cellular response to stress(18) | | | | 0.024714 |  |
|  | |  |  | | | |
|  | |  | |  | | |

h) GO enrichment terms for genes down-regulated in aging and Ionizing radiation

| GO:0006091 | generation of precursor metabolites and energy(17) | 2.30E-07 |
| --- | --- | --- |
| GO:0045333 | cellular respiration(14) | 1.95E-06 |
| GO:0015980 | energy derivation by oxidation of organic compounds(14) | 6.16E-06 |
| GO:0022900 | electron transport chain(11) | 4.47E-05 |
| GO:0055114 | oxidation-reduction process(26) | 2.65E-04 |
| GO:0006119 | oxidative phosphorylation(10) | 2.91E-04 |
| GO:0022904 | respiratory electron transport chain(10) | 2.91E-04 |
| GO:0042775 | mitochondrial ATP synthesis coupled electron transport(9) | 9.52E-04 |
| GO:0042773 | ATP synthesis coupled electron transport(9) | 0.00164 |

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 18

Supplemental Table S6. Sugar up-regulated genes

Gene ><br>Secondary<br>Identifier	Gene ><br>Symbol	Gene > Name	Gene > DB identifier
CG10033	for	foraging	FBgn0000721
CG1007	emc	extra	FBgn0000575
CG10128	tra2	macrochaetae<br>transformer 2	FBgn0003742
CG10207	NaPi-T	Na[+]-dependent<br>inorganic<br>phosphate<br>cotransporter	FBgn0016684
CG10241	Cyp6a17	Cyp6a17	FBgn0015714
CG10289	CG10289		FBgn0035688
CG10433	CG10433		FBgn0034638
CG1059	Karybeta3	Karyopherin beta<br>3	FBgn0087013
CG10645	lama	lamina ancestor	FBgn0016031
CG10701	Moe	Moesin	FBgn0011661
CG10706	SK	small<br>conductance<br>calcium-<br>activated<br>potassium<br>channel	FBgn0029761
CG10810	Drs	Drosomycin	FBgn0010381
CG10812	dro5	drosomycin-5	FBgn0035434
CG10824	CG10824		FBgn0038865
CG10833	Cyp28d1	Cyp28d1	FBgn0031689
CG1088	Vha26	Vacuolar H[+]-<br>ATPase 26kD E<br>subunit	FBgn0015324
CG10912	CG10912		FBgn0034296
CG11154	ATPsyn-<br>beta	ATP synthase-<br>beta	FBgn0010217
CG11165	CG11165		FBgn0033238
CG11198	ACC	Acetyl-CoA<br>carboxylase	FBgn0033246
CG11259	MICAL-<br>like	MICAL-like	FBgn0036333
CG11279	CG11279		FBgn0036342
CG11301	Mes4	Mes4	FBgn0034726
CG11400	CG11400		FBgn0034198
CG11407	CG11407		FBgn0038733
CG11589	VhaM9.7-c	Vacuolar H[+]<br>ATPase subunit<br>M9.7-c	FBgn0028664
CG11661	Nc73EF	Neural conserved<br>at 73EF	FBgn0010352
CG11711	Mob2	Mob2	FBgn0259481
CG11791	CG11791		FBgn0039266
CG11796	CG11796		FBgn0036992
CG11842	CG11842		FBgn0039629

CG11893	CG11893		FBgn0039316
CG12008	kst	karst	FBgn0004167
CG1210	Pdk1	Phosphoinositide<br>-dependent<br>kinase 1	FBgn0020386
CG12116	CG12116		FBgn0030041
CG12163	CG12163		FBgn0260462
CG12288	CG12288		FBgn0032620
CG12338	CG12338		FBgn0033543
CG12737	Crag	Calmodulin-<br>binding protein<br>related to a<br>Rab3 GDP/GTP<br>exchange protein	FBgn0025864
CG12775	RpL21	Ribosomal<br>protein L21	FBgn0032987
CG12780	CG12780		FBgn0033301
CG12868	CG12868		FBgn0033945
CG12895	CG12895		FBgn0033523
CG13215	CG13215		FBgn0033592
CG13272	CG13272		FBgn0086673
CG13315	CG13315		FBgn0040827
CG13849	Nop56	Nop56	FBgn0038964
CG13868	CG13868		FBgn0034501
CG14029	vri	vrille	FBgn0016076
CG1412	RhoGAP19D	RhoGAP19D	FBgn0031118
CG14125	CG14125		FBgn0036232
CG14176	Or67b	Odorant receptor<br>67b	FBgn0036019
CG14400	CG14400		FBgn0032896
CG14535	CG14535		FBgn0031955
CG14648	lost	lost	FBgn0263594
CG14687	CG14687		FBgn0037835
CG14782	CG14782		FBgn0025381
CG14933	CG14933		FBgn0040968
CG14935	Mal-B2	Maltase B2	FBgn0032382
CG14949	CG14949		FBgn0035358
CG15019	CG15019		FBgn0035541
CG15040	CG15040		FBgn0030940
CG15067	CG15067		FBgn0034331
CG15432	CG15432		FBgn0031603
CG15745	CG15745		FBgn0030469
CG15870	CG15870		FBgn0033798
CG1600	CG1600		FBgn0033188
CG1607	CG1607		FBgn0039844
CG16707	vsg	visgun	FBgn0045823
CG16836	CG16836		FBgn0040735
CG16844	IM3	Immune induced<br>molecule 3	FBgn0040736

CG16986	CG16986		FBgn0035356
CG17210	scpr-B	SCP-containing protein B	FBgn0037888
CG17369	Vha55	Vacuolar H[+]-ATPase 55kD B subunit	FBgn0005671
CG17599	CG17599		FBgn0031196
CG1793	MED26	Mediator complex subunit 26	FBgn0039923
CG18106	IM2	Immune induced molecule 2	FBgn0025583
CG18107	CG18107		FBgn0034330
CG18108	IM1	Immune induced molecule 1	FBgn0034329
CG18135	CG18135		FBgn0036837
CG18193	CG18193		FBgn0037579
CG1821	RpL31	Ribosomal protein L31	FBgn0025286
CG18321	miple2	miple2	FBgn0029002
CG18609	CG18609		FBgn0034382
CG18619	CG18619		FBgn0032202
CG1984	djl	don juan like	FBgn0037463
CG2050	mod	modulo	FBgn0002780
CG2173	Rs1	Rs1	FBgn0021995
CG2196	salt	salty dog	FBgn0039872
CG2216	Fer1HCH	Ferritin 1 heavy chain homologue	FBgn0015222
CG2248	Rac1	Rac1	FBgn0010333
CG2249	CG2249		FBgn0040773
CG2257	Ubc-E2H	Ubc-E2H	FBgn0029996
CG2471	Sc1p	Sc1p	FBgn0030357
CG2671	l(2)g1	lethal (2) giant larvae	FBgn0002121
CG2699	Pi3K21B	Pi3K21B	FBgn0020622
CG2790	CG2790		FBgn0027599
CG2947	HIP-R	Hsc/Hsp70-interacting protein related	FBgn0029676
CG2998	RpS28b	Ribosomal protein S28b	FBgn0030136
CG30015	CG30015		FBgn0050015
CG30456	CG30456		FBgn0050456
CG31098	CG31098		FBgn0051098
CG31151	wge	winged eye	FBgn0051151
CG31212	Ino80	Ino80	FBgn0086613
CG3164	CG3164		FBgn0025683
CG3174	Fmo-2	Flavin-containing monooxygenase 2	FBgn0033079
CG31778	CG31778		FBgn0051778
CG3186	eIF-5A	eIF-5A	FBgn0034967
CG3201	Mlc-c	Myosin light chain cytoplasmic	FBgn0004687
CG32043	CG32043		FBgn0052043

CG3226	CG3226		FBgn0029882
CG32428	CG32428		FBgn0052428
CG32464	1 (3) 82Fd	1 (3) 82Fd	FBgn0013576
CG32479	CG32479		FBgn0052479
CG32549	CG32549		FBgn0052549
CG32593	Flo-2	flotillin 2	FBgn0024753
CG32649	CG32649		FBgn0052649
CG32656	Muc11A	Mucin 11A	FBgn0052656
CG32758	CG32758		FBgn0052758
CG32789	HIP	Hsc/Hsp70-interacting protein	FBgn0260484
CG32813	CG32813		FBgn0052813
CG3320	Rab1	Rab-protein 1	FBgn0016700
CG33255	CG33255		FBgn0053255
CG33278	CG33278		FBgn0053278
CG3350	bigmax	bigmax	FBgn0039509
CG3354	Mst77F	Male-specific transcript 77F	FBgn0086915
CG3376	CG3376		FBgn0034997
CG3400	Pfrx	6-phosphofructo-2-kinase	FBgn0027621
CG3413	wdp	windpipe	FBgn0034718
CG3497	Su (H)	Suppressor of Hairless	FBgn0004837
CG3644	bic	bicaudal	FBgn0000181
CG3662	CG3662		FBgn0031285
CG3712	mRpL33	mitochondrial ribosomal protein L33	FBgn0040907
CG3823	CG3823		FBgn0029863
CG3920	1 (2) k16918	lethal (2) k16918	FBgn0021800
CG3983	ns1	nucleostemin 1	FBgn0038473
CG3997	RpL39	Ribosomal protein L39	FBgn0023170
CG4067	pug	pugilist	FBgn0020385
CG4111	RpL35	Ribosomal protein L35	FBgn0029785
CG42321	CG42321		FBgn0259221
CG4233	Got2	Glutamate oxaloacetate transaminase 2	FBgn0001125
CG42331	CG42331		FBgn0259233
CG42390	CG42390		FBgn0259736
CG42543	mp	multiplexin	FBgn0260660
CG42563	inaF-D	inaF-D	FBgn0260812
CG4264	Hsc70-4	Heat shock protein cognate 4	FBgn0001219
CG4312	MtnB	Metallothionein B	FBgn0002869
CG43427	CG43427		FBgn0263346
CG4364	CG4364		FBgn0032138

CG4399	east	enhanced adult<br>sensory<br>threshold	FBgn0261954
CG4427	cbt	cabut	FBgn0043364
CG4491	noc	no ocelli	FBgn0005771
CG4501	bgm	bubblegum	FBgn0027348
CG4580	CG4580		FBgn0032585
CG4710	Pino	Pinocchio	FBgn0016926
CG4716	CG4716		FBgn0033820
CG4783	CG4783		FBgn0038756
CG4994	Mpcp	Mitochondrial<br>phosphate<br>carrier protein	FBgn0026409
CG5193	TfIIB	Transcription<br>factor IIB	FBgn0004915
CG5203	CHIP	CHIP	FBgn0027052
CG5271	RpS27A	Ribosomal<br>protein S27A	FBgn0003942
CG5277	Ip259	Intronic Protein<br>259	FBgn0025366
CG5295	bmm	brummer	FBgn0036449
CG5330	Nap1	Nucleosome<br>assembly protein<br>1	FBgn0015268
CG5373	Pi3K59F	Phosphatidylinositol 3 kinase<br>59F	FBgn0015277
CG5395	nmd	no mitochondrial<br>derivative	FBgn0005322
CG5411	Pde8	Phosphodiesterase 8	FBgn0034886
CG5508	CG5508		FBgn0027579
CG5527	CG5527		FBgn0039564
CG5535	CG5535		FBgn0036764
CG5547	Pect	Phosphoethanolamine<br>cytidyltransferase	FBgn0032482
CG5560	dob	doppelganger von<br>brummer	FBgn0030607
CG5654	yps	epsilon<br>schachtel	FBgn0022959
CG5794	CG5794		FBgn0039214
CG5820	Gp150	Gp150	FBgn0013272
CG5874	Nelf-A	Negative<br>elongation<br>factor A	FBgn0038872
CG5887	desat1	desat1	FBgn0086687
CG5915	Rab7	Rab-protein 7	FBgn0015795
CG6004	Muc68D	Mucin 68D	FBgn0036203
CG6115	CG6115		FBgn0040985
CG6169	Dcp2	Decapping<br>protein 2	FBgn0036534
CG6213	Vha13	Vacuolar H[+]<br>ATPase G-subunit	FBgn0026753
CG6311	Edc3	Enhancer of<br>decapping 3	FBgn0036735
CG6357	CG6357		FBgn0033875
CG6438	amon	amontillado	FBgn0023179

CG6455	CG6455		FBgn0019960
CG6500	Bx	Beadex	FBgn0000242
CG6501	ns2	nucleostemin 2	FBgn0034243
CG6597	CG6597		FBgn0036967
CG6721	Gap1	GTPase-activating protein 1	FBgn0004390
CG6764	RpL24-like	Ribosomal protein L24-like	FBgn0037899
CG6843	CG6843		FBgn0036827
CG6904	CG6904		FBgn0038293
CG6910	CG6910		FBgn0036262
CG6957	Oscillin	Oscillin	FBgn0031717
CG6980	CG6980		FBgn0039228
CG6998	ctp	cut up	FBgn0011760
CG7007	VhaPPA1-1	Vacuolar H[+] ATPase subunit PPA1-1	FBgn0028662
CG7069	CG7069		FBgn0038952
CG7106	lectin-28C	lectin-28C	FBgn0040099
CG7224	CG7224		FBgn0031971
CG7338	CG7338		FBgn0037073
CG7380	baf	barrier to autointegration factor	FBgn0031977
CG7398	Trn	Transportin	FBgn0024921
CG7425	eff	effete	FBgn0011217
CG7452	Syx17	Syntaxin 17	FBgn0035540
CG7535	GluClalph a	GluClalpha	FBgn0024963
CG7574	bipl	bipl	FBgn0026263
CG7586	Mcr	Macroglobulin complement-related	FBgn0020240
CG7664	crp	cropped	FBgn0001994
CG7695	CG7695		FBgn0038631
CG7763	CG7763		FBgn0040503
CG7808	RpS8	Ribosomal protein S8	FBgn0039713
CG7917	Nlp	Nucleoplasmin	FBgn0016685
CG7962	CdsA	CDP diglyceride synthetase	FBgn0010350
CG8029	VhaAC45	Vacuolar H[+] ATPase accessory protein AC45	FBgn0262515
CG8053	eIF-1A	Eukaryotic initiation factor 1A	FBgn0026250
CG8094	Hex-C	Hexokinase C	FBgn0001187
CG8147	CG8147		FBgn0043791
CG8153	mus210	mutagen-sensitive 210	FBgn0004698
CG8156	Arf51F	ADP ribosylation factor 51F	FBgn0013750
CG8174	SRPK	SRPK	FBgn0026370

CG8229	CG8229		FBgn0033356
CG8280	Ef1alpha4<br>8D	Elongation<br>factor 1alpha48D	FBgn0000556
CG8344	RpIII128	RNA polymerase<br>III 128kD<br>subunit	FBgn0004463
CG8345	Cyp6w1	Cyp6w1	FBgn0033065
CG8353	CG8353		FBgn0032002
CG8358	CG8358		FBgn0037727
CG8385	Arf79F	ADP ribosylation<br>factor 79F	FBgn0010348
CG8404	Sox15	Sox box protein<br>15	FBgn0005613
CG8416	Rho1	Rho1	FBgn0014020
CG8430	Got1	Glutamate<br>oxaloacetate<br>transaminase 1	FBgn0001124
CG8444	VhaM8.9		FBgn0037671
CG8448	mrj	mrj	FBgn0034091
CG8468	CG8468		FBgn0033913
CG8542	Hsc70-5	Heat shock<br>protein cognate<br>5	FBgn0001220
CG8588	pst	pastrel	FBgn0035770
CG8651	trx	trithorax	FBgn0003862
CG8677	CG8677		FBgn0026577
CG8759	Nacalpa	Nascent<br>polypeptide<br>associated<br>complex protein<br>alpha subunit	FBgn0086904
CG8764	ox	oxen	FBgn0011227
CG8801	CG8801		FBgn0028473
CG8874	Fps85D	Fps oncogene<br>analog	FBgn0000723
CG8965	CG8965		FBgn0031745
CG9091	RpL37a	Ribosomal<br>protein L37a	FBgn0030616
CG9171	CG9171		FBgn0031738
CG9214	Tob	Tob	FBgn0028397
CG9261	nrv2	nervana 2	FBgn0015777
CG9277	betaTub56<br>D	beta-Tubulin at<br>56D	FBgn0003887
CG9324	Pomp	Pomp	FBgn0032884
CG9434	Fst	Frost	FBgn0037724
CG9472	brv1	brivido-1	FBgn0036874
CG9621	Adgf-D	Adenosine<br>deaminase-<br>related growth<br>factor D	FBgn0038172
CG9648	Max	Max	FBgn0017578
CG9655	nes	nessy	FBgn0026630
CG9696	dom	domino	FBgn0020306
CG9837	CG9837		FBgn0037635
CG9894	CG9894		FBgn0031453

CG9928	CG9928	FBgn0032472
CR4575	CR4575	
CG42747	CG42747	

Sugar down-regulated genes

Gene ><br>Secondary<br>Identifier	Gene ><br>Symbol	Gene > Name	Gene > DB identifier
CG10037	vv1	ventral veins<br>lacking	FBgn0086680
CG10096	CG10096		FBgn0038032
CG10097	CG10097		FBgn0038033
CG10120	Men	Malic enzyme	FBgn0002719
CG10125	zpg	zero population<br>growth	FBgn0024177
CG10160	ImpL3	Ecdysone-<br>inducible gene<br>L3	FBgn0001258
CG1019	Mlp84B	Muscle LIM<br>protein at 84B	FBgn0014863
CG10221	Hrd3		FBgn0028475
CG10237	CG10237		FBgn0032783
CG10374	Lsd-1	Lipid storage<br>droplet-1	FBgn0039114
CG10472	CG10472		FBgn0035670
CG10475	Jonah 65Ai	Jonah 65Ai	FBgn0035667
CG10513	CG10513		FBgn0039311
CG10514	CG10514		FBgn0039312
CG10516	CG10516		FBgn0036549
CG10578	DnaJ-1	DnaJ-like-1	FBgn0263106
CG10657	CG10657		FBgn0036289
CG10706	SK	small<br>conductance<br>calcium-<br>activated<br>potassium<br>channel	FBgn0029761
CG10747	CG10747		FBgn0032845
CG10840	eIF5B	eIF5B	FBgn0026259
CG10852	Acp63F	Accessory gland<br>peptide 63F	FBgn0015585
CG10866	CG10866		FBgn0035475
CG10960	CG10960		FBgn0036316
CG11037	CG11037		FBgn0037038
CG11051	Nplp2	Neuropeptide-<br>like precursor 2	FBgn0040813
CG11064	Rfabg	Retinoid- and<br>fatty acid-<br>binding<br>glycoprotein	FBgn0087002
CG11143	Inos	Inos	FBgn0025885
CG11166	Eaf	ELL-associated<br>factor	FBgn0033166
CG11200	CG11200	Carbonyl<br>reductase	FBgn0034500

CG11379	CG11379		FBgn0040362
CG11505	CG11505		FBgn0035424
CG1152	Gld	Glucose<br>dehydrogenase	FBgn0001112
CG11598	CG11598		FBgn0038067
CG11601	CG11601		FBgn0031244
CG11624	Ubi-p63E	Ubiquitin-63E	FBgn0003943
CG11635	CG11635		FBgn0033283
CG1165	LysS	Lysozyme S	FBgn0004430
CG11719	Mst98Ca	Male-specific<br>RNA 98Ca	FBgn0002865
CG1179	LysB	Lysozyme B	FBgn0004425
CG1180	LysE	Lysozyme E	FBgn0004428
CG11892	CG11892		FBgn0039313
CG11911	CG11911		FBgn0031249
CG11942	skpE	skpE	FBgn0031074
CG12057	CG12057		FBgn0030098
CG12120	t	tan	FBgn0086367
CG12262	CG12262		FBgn0035811
CG12287	pdm2	POU domain<br>protein 2	FBgn0004394
CG1231	CG1231		FBgn0035134
CG12351	deltaTry	deltaTrypsin	FBgn0010358
CG12374	CG12374		FBgn0033774
CG12385	thetaTry	thetaTrypsin	FBgn0011555
CG1242	Hsp83	Heat shock<br>protein 83	FBgn0001233
CG12498	CG12498		FBgn0040356
CG12534	Alr	Augmenter of<br>liver<br>regeneration	FBgn0031068
CG1262	Acp62F	Accessory gland<br>peptide 62F	FBgn0020509
CG12679	CG12679		FBgn0031103
CG12703	CG12703		FBgn0031069
CG12730	CG12730		FBgn0029771
CG12813	Npc2d	Niemann-Pick<br>type C-2d	FBgn0037782
CG1287	CG1287		FBgn0037506
CG1288	CG1288		FBgn0250845
CG12902	CG12902		FBgn0033512
CG12990	CG12990		FBgn0030859
CG13061	Nplp3	Neuropeptide-<br>like precursor 3	FBgn0042201
CG13095	Bace	beta-site APP-<br>cleaving enzyme	FBgn0032049
CG1316	CG1316		FBgn0035526
CG1327	Ccp84Ac	Ccp84Ac	FBgn0004781
CG1330	Ccp84Ae	Ccp84Ae	FBgn0004779
CG1331	Ccp84Af	Ccp84Af	FBgn0004778
CG13310	CG13310		FBgn0035928

CG13801	CG13801		FBgn0035332
CG13873	Obp56g	Odorant-binding protein 56g	FBgn0034474
CG13907	CG13907		FBgn0035173
CG1394	CG1394		FBgn0030277
CG13977	Cyp6a18	Cyp6a18	FBgn0039519
CG13989	CG13989		FBgn0031786
CG14011	CG14011		FBgn0031722
CG14028	cype	cyclope	FBgn0015031
CG14034	CG14034		FBgn0250847
CG14080	Mkp3	Mitogen-activated protein kinase phosphatase 3	FBgn0036844
CG14191	CG14191		FBgn0030981
CG14220	CG14220		FBgn0031036
CG14224	Ubqn	Ubiquilin	FBgn0031057
CG14245	CG14245		FBgn0039452
CG14246	CG14246		FBgn0040608
CG14302	CG14302		FBgn0038647
CG14375	CCHa2	CCHamide-2	FBgn0038147
CG14471	CG14471		FBgn0033049
CG14513	yemalpha	yemanuclein alpha	FBgn0005596
CG14515	CG14515		FBgn0039648
CG14560	msopa	male-specific opa containing gene	FBgn0004414
CG14688	CG14688		FBgn0037819
CG14745	PGRP-SC2	PGRP-SC2	FBgn0043575
CG14746	PGRP-SC1a	PGRP-SC1a	FBgn0043576
CG14770	CG14770		FBgn0029573
CG14879	CG14879		FBgn0038419
CG14938	crol	crooked legs	FBgn0020309
CG14995	CG14995		FBgn0035497
CG15008	Cpr64Ac	Cuticular protein 64Ac	FBgn0035512
CG15147	CG15147		FBgn0032654
CG15155	CG15155		FBgn0032669
CG15199	CG15199		FBgn0030270
CG15239	CG15239		FBgn0029681
CG15278	CG15278		FBgn0032554
CG15353	CG15353		FBgn0040718
CG15358	CG15358		FBgn0031373
CG15572	CG15572		FBgn0029702
CG15616	Acp53C14b	Acp53C14b	FBgn0034153
CG15635	CG15635		FBgn0031617
CG15704	CG15704		FBgn0034103
CG15708	CG15708		FBgn0034099

CG15862	Pka-R2	cAMP-dependent<br>protein kinase<br>R2	FBgn0022382
CG1633	Jafrac1	thioredoxin<br>peroxidase 1	FBgn0040309
CG1657	CG1657		FBgn0030286
CG16711	CG16711		FBgn0036032
CG16738	slp1	sloppy paired 1	FBgn0003430
CG16749	CG16749		FBgn0037678
CG16772	CG16772		FBgn0032835
CG1678	CG1678		FBgn0031176
CG1683	Ant2	Adenine<br>nucleotide<br>translocase 2	FBgn0025111
CG16926	CG16926		FBgn0040732
CG17097	CG17097		FBgn0032275
CG17192	CG17192		FBgn0039472
CG17248	n-syb	n-synaptobrevin	FBgn0013342
CG17320	ScpX	Sterol carrier<br>protein X-<br>related thiolase	FBgn0015808
CG17323	CG17323		FBgn0032713
CG17325	CG17325		FBgn0040993
CG1742	Mgst1	Microsomal<br>glutathione S-<br>transferase-like	FBgn0025814
CG17472	CG17472		FBgn0032868
CG1751	Spase25	Spase 25-subunit	FBgn0030306
CG17525	GstE4	Glutathione S<br>transferase E4	FBgn0063496
CG17571	CG17571		FBgn0259998
CG17597	CG17597		FBgn0032715
CG17633	CG17633		FBgn0032144
CG17637	CG17637		FBgn0037004
CG17666	CG17666		FBgn0036311
CG17673	Acp70A	Accessory gland<br>peptide 70A	FBgn0003034
CG17725	Pepck	Phosphoenolpyruv<br>ate<br>carboxykinase	FBgn0003067
CG17751	CG17751		FBgn0038717
CG17752	CG17752		FBgn0038718
CG1787	Hexo2	Hexosaminidase 2	FBgn0041629
CG17924	Acp95EF	Accessory gland-<br>specific peptide<br>95EF	FBgn0002863
CG1803	regucalc<br>in	regucalcin	FBgn0030362
CG18030	Jon99Fi	Jonah 99Fi	FBgn0039778
CG18064	Met75Cb	Met75Cb	FBgn0028415
CG18170	CG18170		FBgn0035239
CG18180	CG18180		FBgn0036024
CG18211	betaTry	betaTrypsin	FBgn0010357
CG18258	CG18258		FBgn0030827

CG18284	CG18284		FBgn0043825
CG18301	CG18301		FBgn0032265
CG18444	alphaTry	alphaTrypsin	FBgn0003863
CG18594	Pebp1	Phosphatidylethanolamine-binding protein 1	FBgn0038973
CG18681	epsilonTry	epsilonTrypsin	FBgn0010425
CG1951	CG1951		FBgn0039623
CG2034	CG2034		FBgn0015359
CG2229	Jon99Fii	Jonah 99Fii	FBgn0039777
CG2244	MTA1-like	MTA1-like	FBgn0027951
CG2254	CG2254		FBgn0029994
CG2310	CG2310		FBgn0039665
CG2665	PebII	Protein ejaculatory bulb II	FBgn0011694
CG2668	Peb	Protein ejaculatory bulb	FBgn0004181
CG2675	Csat	Csat	FBgn0024994
CG2781	CG2781		FBgn0037534
CG2943	CG2943		FBgn0037530
CG30025	CG30025		FBgn0050025
CG30028	gammaTry	gammaTrypsin	FBgn0010359
CG30031	CG30031		FBgn0050031
CG30042	Cpr49Ab	Cuticular protein 49Ab	FBgn0050042
CG30084	Zasp52	Z band alternatively spliced PDZ-motif protein 52	FBgn0083919
CG30158	CG30158		FBgn0050158
CG30183	CG30183		FBgn0050183
CG3019	su(w[a])	suppressor of white-apricot	FBgn0003638
CG30372	CG30372		FBgn0050372
CG30431	CG30431		FBgn0050431
CG31022	PH4alpha EFB	prolyl-4-hydroxylase-alpha EFB	FBgn0039776
CG31034	Jon99Cii	Jonah 99Cii	FBgn0003356
CG31039	Jon99Ci	Jonah 99Ci	FBgn0003358
CG31072	Lerp	lysosomal enzyme receptor protein	FBgn0051072
CG31094	LpR1	Lipophorin receptor 1	FBgn0066101
CG31233	CG31233		FBgn0051233
CG31362	Jon99Ciii	Jonah 99Ciii	FBgn0003357
CG3143	foxo	forkhead box, sub-group O	FBgn0038197
CG31522	CG31522		FBgn0051522
CG31688	CG31688		FBgn0263355
CG31772	CG31772		FBgn0051772
CG31795	IA-2	IA-2 ortholog	FBgn0031294

CG31872	CG31872		FBgn0051872
CG32031	Argk	Arginine kinase	FBgn0000116
CG32096	rols	rolling pebbles	FBgn0041096
CG32226	CG32226		FBgn0052226
CG32436	CG32436		FBgn0052436
CG3244	Clect27	C-type lectin<br>27kD	FBgn0031629
CG32473	CG32473		FBgn0052473
CG32479	CG32479		FBgn0052479
CG32548	CG32548		FBgn0052548
CG32694	CG32694		FBgn0052694
CG32703	CG32703		FBgn0052703
CG32815	CG32815		FBgn0052815
CG33110	CG33110		FBgn0053110
CG33113	Rtnl1	Rtnl1	FBgn0053113
CG33173	CG33173		FBgn0053173
CG3329	Prosbeta<br>2	Proteasome beta2<br>subunit	FBgn0023174
CG33519	Unc-89	Unc-89	FBgn0053519
CG33555	btsz	bitesize	FBgn0053555
CG33791	CG33791		FBgn0035240
CG33936	CG33936		FBgn0053936
CG3401	betaTub6<br>0D	beta-Tubulin at<br>60D	FBgn0003888
CG34120	CG34120		FBgn0083956
CG34205	CG34205		FBgn0085234
CG34330	CG34330		FBgn0085359
CG34381	CG34381		FBgn0085410
CG34383	CG34383		FBgn0085412
CG34394	CG34394		FBgn0085423
CG3481	Adh	Alcohol<br>dehydrogenase	FBgn0000055
CG3484	Adhr	Adh-related	FBgn0000056
CG3581	CG3581		FBgn0038697
CG3612	blw	bellwether	FBgn0011211
CG3725	Ca-P60A	Calcium ATPase<br>at 60A	FBgn0263006
CG3780	Spx	Spliceosomal<br>protein on the X	FBgn0015818
CG3801	Acp76A	Accessory gland-<br>specific peptide<br>76A	FBgn0015586
CG3861	kdn	knockdown	FBgn0261955
CG3868	CG3868		FBgn0036422
CG3902	CG3902		FBgn0036824
CG3971	Baldspot	Baldspot	FBgn0260960
CG4068	CG4068		FBgn0029738
CG4097	Pros26	Proteasome 26kD<br>subunit	FBgn0002284
CG4105	Cyp4e3	Cytochrome P450-<br>4e3	FBgn0015035

CG4147	Hsc70-3	Heat shock protein cognate 3	FBgn0001218
CG4178	Lsplbeta	Larval serum protein 1 beta	FBgn0002563
CG42268	CG42268		FBgn0259163
CG42339	CG42339		FBgn0259241
CG42349	Pkcdelta	Protein kinase C delta	FBgn0259680
CG42351	CG42351		FBgn0259682
CG42540	CG42540		FBgn0260657
CG42551	larp	Ia related protein	FBgn0261618
CG42572	MCPH1	Microcephalin	FBgn0260959
CG42610	Fhos		FBgn0261259
CG42666	CG42666		FBgn0261548
CG42669	CG42669		FBgn0261551
CG42683	CG42683		FBgn0261569
CG4272	Axud1		FBgn0261647
CG42732	CG42732		FBgn0261698
CG4286	CG4286		FBgn0034601
CG43119	Ect4	Ect4	FBgn0262579
CG43286	cnc	cap-n-collar	FBgn0262975
CG43442	Nha2	Na[+]/H[+] hydrogen antiporter 2	FBgn0263390
CG43658	CG43658		FBgn0263706
CG4379	Pka-C1	cAMP-dependent protein kinase 1	FBgn0000273
CG4451	Hs6st	Heparan sulfate 6-O-sulfotransferase	FBgn0038755
CG4527	slik	Sterile20-like kinase	FBgn0035001
CG4581	Thiolase	Thiolase	FBgn0025352
CG4600	yip2	yippee interacting protein 2	FBgn0040064
CG4654	Dp	DP transcription factor	FBgn0011763
CG4666	CG4666		FBgn0029838
CG4690	Tsp5D	Tetraspanin 5D	FBgn0029837
CG4692	CG4692		FBgn0035032
CG4734	CG4734		FBgn0033826
CG4750	loopin-1	loopin-1	FBgn0259795
CG4753	CG4753		FBgn0036622
CG4812	Ser8	Ser8	FBgn0019928
CG4898	Tm1	Tropomyosin 1	FBgn0003721
CG4986	Mst57Dc	Male-specific RNA 57Dc	FBgn0011670
CG5016	Mst57Db	Male-specific RNA 57Db	FBgn0011669
CG5021	CG5021		FBgn0035944
CG5155	CG5155		FBgn0031905
CG5162	CG5162		FBgn0030828

CG5177	CG5177		FBgn0031908
CG5326	CG5326		FBgn0038983
CG5389	CG5389		FBgn0036568
CG5594	kcc	kazachoc	FBgn0261794
CG5767	CG5767		FBgn0034292
CG5773	CG5773		FBgn0034290
CG5902	CG5902		FBgn0039136
CG5932	CG5932		FBgn0036996
CG5945	CG5945		FBgn0032494
CG6051	CG6051		FBgn0039492
CG6186	Tsfl	Transferrin 1	FBgn0022355
CG6202	Surf4	Surfeit 4	FBgn0019925
CG6271	CG6271		FBgn0039476
CG6289	Spn77Bc	Serpin 77Bc	FBgn0036970
CG6295	CG6295		FBgn0039471
CG6298	Jon74E	Jonah 74E	FBgn0023197
CG6342	Irp-1B	Iron regulatory protein 1B	FBgn0024957
CG6372	S-Lap1	Sperm-Leucylaminopeptidase 1	FBgn0035915
CG6457	yip7	yippee interacting protein 7	FBgn0040060
CG6467	Jon65Aiv	Jonah 65Aiv	FBgn0250815
CG6483	Jon65Aiii	Jonah 65Aiii	FBgn0035665
CG6492	Ucp4A	Ucp4A	FBgn0030872
CG6543	CG6543		FBgn0033879
CG6580	Jon65Aii	Jonah 65Aii	FBgn0035666
CG6663	Spn77Bb	Serpin 77Bb	FBgn0036969
CG6730	Cyp4d21	Cyp4d21	FBgn0031925
CG6763	CG6763		FBgn0039069
CG6783	fabp	fatty acid binding protein	FBgn0037913
CG6806	Lsp2	Larval serum protein 2	FBgn0002565
CG7052	TepII	Thiolester containing protein II	FBgn0041182
CG7157	Acp36DE	Accessory gland peptide 36DE	FBgn0011559
CG7176	Idh	Isocitrate dehydrogenase	FBgn0001248
CG7203	CG7203		FBgn0031942
CG7228	pes	peste	FBgn0031969
CG7287	Lcp65Aa	Lcp65Aa	FBgn0020645
CG7349	CG7349		FBgn0030975
CG7478	Act79B	Actin 79B	FBgn0000045
CG7532	l(2)34Fc	lethal (2) 34Fc	FBgn0261534
CG7542	CG7542		FBgn0036738
CG7592	Obp99b	Odorant-binding protein 99b	FBgn0039685

CG7720	CG7720		FBgn0038652
CG7781	CG7781		FBgn0032021
CG7916	CG7916		FBgn0028534
CG7920	CG7920		FBgn0039737
CG7953	CG7953		FBgn0028533
CG8116	CG8116		FBgn0037614
CG8129	CG8129		FBgn0037684
CG8137	Spn2	Serine protease inhibitor 2	FBgn0028987
CG8193	CG8193		FBgn0033367
CG8299	CG8299		FBgn0034052
CG8566	unc-104	unc-104	FBgn0034155
CG8577	PGRP-SC1b	PGRP-SC1b	FBgn0033327
CG8622	Acp53Ea	Accessory gland-specific peptide 53Ea	FBgn0015584
CG8626	Acp53C14a	Acp53C14a	FBgn0034152
CG8628	CG8628		FBgn0250836
CG8654	CG8654		FBgn0034479
CG8661	CG8661		FBgn0030837
CG8722	Nup44A	Nucleoporin 44A	FBgn0033247
CG8786	CG8786		FBgn0036897
CG8867	Jon25Bi	Jonah 25Bi	FBgn0020906
CG8869	Jon25Bii	Jonah 25Bii	FBgn0031654
CG8871	Jon25Biii	Jonah 25Biii	FBgn0031653
CG8952	CG8952		FBgn0030688
CG8982	Acp26Aa	Accessory gland-specific peptide 26Aa	FBgn0002855
CG8994	exu	exuperantia	FBgn0000615
CG8997	CG8997		FBgn0028920
CG9057	Lsd-2	Lipid storage droplet-2	FBgn0030608
CG9074	Mst57Da	Male-specific RNA 57Da	FBgn0011668
CG9090	CG9090		FBgn0034497
CG9092	Gal	beta galactosidase	FBgn0001089
CG9111	LysC	Lysozyme C	FBgn0004426
CG9118	LysD	Lysozyme D	FBgn0004427
CG9130	CG9130		FBgn0035197
CG9132	CG9132		FBgn0030791
CG9133	CG9133		FBgn0035198
CG9159	Kr-h2	Kruppel homolog 2	FBgn0028419
CG9259	CG9259		FBgn0032913
CG9297	CG9297		FBgn0038181
CG9334	Spn3	Serine protease inhibitor 3	FBgn0028986
CG9379	by	blister	FBgn0000244

CG9380	CG9380		FBgn0035094
CG9396	CG9396		FBgn0037714
CG9399	CG9399		FBgn0037715
CG9494	Tsp29Fa	Tetraspanin 29Fa	FBgn0032074
CG9528	retm	real-time	FBgn0031814
CG9539	Sec61alp	Sec61alpha	FBgn0086357
CG9540	Ag5r2	Antigen 5-<br>related 2	FBgn0020508
CG9570	CG9570		FBgn0031085
CG9572	CG9572		FBgn0031089
CG9619	CG9619		FBgn0036862
CG9673	CG9673		FBgn0030775
CG9748	bel	belle	FBgn0263231
CG9753	AdoR	Adenosine<br>receptor	FBgn0039747
CG9861	CG9861		FBgn0034844
CG9919	CG9919		FBgn0030742
CR18854	CR18854		FBgn0042174
CR31781	CR31781		FBgn0051781
CG43313	CG43313		FBgn0263005

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 19

**Supplemental Table S7. Enriched GO terms in gene expression changes caused by sugar transfer**

1. GO enrichment terms for genes up-regulated by sugar transfer

None found

1. GO enrichment terms for genes down-regulated by sugar transfer

| GO:0006508 | proteolysis(49) | 2.86E-06 |
| --- | --- | --- |
| GO:0045297 | post-mating behavior(8) | 6.09E-04 |
| GO:0007320 | insemination(6) | 0.009566 |
| GO:0006629 | lipid metabolic process(24) | 0.047881 |

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 20

**Supplemental Table S8. Enriched GO terms in genes altered by hydrogen peroxide (sugar effects included)**

1. GO enrichment terms for genes up-regulated in hydrogen peroxide (sugar effects included)

| GO:0050896 | response to stimulus(201) | | | 4.60E-07 | |
| --- | --- | --- | --- | --- | --- |
| GO:0009653 | anatomical structure morphogenesis(136) | | | 1.59E-06 | |
| GO:0007275 | multicellular organismal development(203) | | | 1.63E-05 | |
| GO:0048856 | anatomical structure development(202) | | | 1.60E-04 | |
| GO:0032502 | developmental process(226) | | | 1.68E-04 | |
| GO:0032501 | multicellular organismal process(249) | | | 2.02E-04 | |
| GO:0042221 | response to chemical stimulus(75) | | | 3.08E-04 | |
| GO:0051716 | cellular response to stimulus(134) | | | 8.64E-04 | |
| GO:0048468 | cell development(97) | | | 9.51E-04 | |
| GO:0050794 | regulation of cellular process(205) | | | 9.73E-04 | |
| GO:0065007 | biological regulation(232) | | | 0.00112 | |
| GO:0007165 | signal transduction(110) | | | 0.001661 | |
| GO:0050789 | regulation of biological process(216) | | | 0.002002 | |
| GO:0007154 | cell communication(138) | | | 0.002041 | |
| GO:0003006 | developmental process involved in reproduction(62) | | | 0.003867 | |
| GO:0009791 | post-embryonic development(58) | | | 0.003884 | |
| GO:0002165 | instar larval or pupal development(56) | | | 0.003952 | |
| GO:0051704 | multi-organism process(45) | | | 0.004304 | |
| GO:0009790 | embryo development(60) | | | 0.005251 | |
| GO:0023052 | signaling(134) | | 0.005509 | |  |
| GO:0016265 | death(38) | | 0.007544 | |  |
| GO:0009886 | post-embryonic morphogenesis(49) | | 0.008312 | |  |
| GO:0050793 | regulation of developmental process(51) | | 0.014845 | |  |
| GO:0048610 | cellular process involved in reproduction(66) | | 0.015483 | |  |
| GO:0048477 | oogenesis(54) | | 0.01809 | |  |
| GO:0022414 | reproductive process(88) | | 0.021964 | |  |
| GO:0048707 | instar larval or pupal morphogenesis(47) | | 0.022837 | |  |
| GO:0007559 | histolysis(18) | | 0.02439 | |  |
| GO:0016271 | tissue death(18) | | 0.02439 | |  |
| GO:0007552 | metamorphosis(49) | | 0.024404 | |  |
| GO:0030182 | neuron differentiation(59) | | 0.025197 | |  |
| GO:0051707 | response to other organism(29) | | 0.027074 | |  |
| GO:0007292 | female gamete generation(54) | | 0.030276 | |  |
| GO:0007423 | sensory organ development(49) | | 0.032088 | |  |
| GO:0006950 | response to stress(74) | | 0.032796 | |  |
| GO:0009607 | response to biotic stimulus(29) | | 0.033398 | |  |
| GO:0048731 | system development(158) | 0.038977 | | |  |
| GO:0012501 | programmed cell death(38) | 0.048279 | | |  |
| GO:0022603 | regulation of anatomical structure morphogenesis(30) | 0.048886 | | |  |

1. GO enrichment terms for genes down-regulated in hydrogen peroxide (sugar effects included)

| GO:0055114 | oxidation-reduction process(111) | 2.30E-12 |
| --- | --- | --- |
| GO:0006508 | proteolysis(125) | 3.65E-12 |
| GO:0005975 | carbohydrate metabolic process(73) | 1.11E-07 |
| GO:0044262 | cellular carbohydrate metabolic process(45) | 4.02E-07 |
| GO:0006629 | lipid metabolic process(64) | 1.55E-06 |
| GO:0032787 | monocarboxylic acid metabolic process(24) | 2.58E-04 |
| GO:0019318 | hexose metabolic process(22) | 2.63E-04 |
| GO:0006631 | fatty acid metabolic process(18) | 6.86E-04 |
| GO:0006066 | alcohol metabolic process(33) | 0.004615 |
| GO:0008152 | metabolic process(528) | 0.005934 |
| GO:0005996 | monosaccharide metabolic process(22) | 0.00787 |
| GO:0044281 | small molecule metabolic process(105) | 0.008164 |
| GO:0006082 | organic acid metabolic process(46) | 0.012088 |
| GO:0019752 | carboxylic acid metabolic process(46) | 0.012088 |
| GO:0043436 | oxoacid metabolic process(46) | 0.012088 |
| GO:0006091 | generation of precursor metabolites and energy(32) | 0.037811 |

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 21

**Supplemental Table S9. Enriched GO terms in genes altered by ionizing radiation (sugar effects included)**

1. GO enrichment terms for genes up-regulated in Ionizing radiation (sugar effects included)

| GO:0006950 | response to stress(94) | 2.58E-11 | | | |
| --- | --- | --- | --- | --- | --- |
| GO:0033554 | cellular response to stress(55) | 5.56E-07 | |  |  |
| GO:0009069 | serine family amino acid metabolic process(10) | 5.11E-05 | |  |  |
| GO:0006520 | cellular amino acid metabolic process(29) | 4.98E-04 | |  |  |
| GO:0009056 | catabolic process(61) | 6.93E-04 | |  |  |
| GO:0044106 | cellular amine metabolic process(30) | 0.001951 | |  |  |
| GO:0006974 | response to DNA damage stimulus(35) | 0.002467 | |  |  |
| GO:0006563 | L-serine metabolic process(5) | 0.003036 | |  |  |
| GO:0008652 | cellular amino acid biosynthetic process(12) | 0.009553 |  |  |  |
| GO:0044281 | small molecule metabolic process(74) | 0.009616 |  |  |  |
| GO:0006082 | organic acid metabolic process(34) | 0.013549 |  |  |  |
| GO:0019752 | carboxylic acid metabolic process(34) | 0.013549 |  |  |  |
| GO:0043436 | oxoacid metabolic process(34) | 0.013549 |  |  |  |
| GO:0044271 | cellular nitrogen compound biosynthetic process(29) | 0.019953 | | |  |
| GO:0030163 | protein catabolic process(22) | 0.048772 | | |  |

1. GO enrichment terms for genes down-regulated in Ionizing radiation (sugar effects included)

| GO:0055114 | oxidation-reduction process(84) | 1.09E-09 |
| --- | --- | --- |
| GO:0006508 | proteolysis(87) | 1.22E-06 |
| GO:0006091 | generation of precursor metabolites and energy(31) | 8.54E-05 |
| GO:0045297 | post-mating behavior(11) | 2.54E-04 |
| GO:0006629 | lipid metabolic process(45) | 0.002102 |
| GO:0015980 | energy derivation by oxidation of organic compounds(24) | 0.003842 |
| GO:0051704 | multi-organism process(45) | 0.013874 |
| GO:0044281 | small molecule metabolic process(79) | 0.038327 |
| GO:0046034 | ATP metabolic process(12) | 0.0446 |

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 22

**Supplemental Table S10. Enriched GO terms in genes altered by hydrogen peroxide (sugar effects excluded)**

1. GO enrichment terms for genes up-regulated in hydrogen peroxide (sugar effects excluded)

| GO:0009653 | anatomical structure morphogenesis(130) | 1.37E-06 | |
| --- | --- | --- | --- |
| GO:0050896 | response to stimulus(189) | 1.95E-06 | |
| GO:0007275 | multicellular organismal development(196) | 2.73E-06 | |
| GO:0048856 | anatomical structure development(196) | 1.62E-05 | |
| GO:0032502 | developmental process(217) | 4.49E-05 | |
| GO:0032501 | multicellular organismal process(239) | 4.65E-05 | |
| GO:0042221 | response to chemical stimulus(71) | 5.71E-04 | |
| GO:0051716 | cellular response to stimulus(128) | 6.86E-04 | |
| GO:0048468 | cell development(93) | 7.21E-04 | |
| GO:0050794 | regulation of cellular process(195) | 8.13E-04 | |
| GO:0065007 | biological regulation(219) | 0.00192 | |
| GO:0050789 | regulation of biological process(205) | 0.001983 | |
| GO:0003006 | developmental process involved in reproduction(60) | | 0.002305 |
| GO:0007165 | signal transduction(104) | 0.002851 | |
| GO:0009790 | embryo development(58) | 0.003363 | |
| GO:0007154 | cell communication(130) | 0.004316 | |
| GO:0051704 | multi-organism process(43) | 0.005179 | |
| GO:0048610 | cellular process involved in reproduction(64) | 0.007999 | |
| GO:0022414 | reproductive process(85) | 0.011218 | |
| GO:0023052 | signaling(126) | 0.012452 | |
| GO:0050793 | regulation of developmental process(49) | 0.013228 | |
| GO:0048477 | oogenesis(52) | 0.014271 | |
| GO:0048731 | system development(152) | 0.015364 | |
| GO:0007292 | female gamete generation(52) | 0.023701 | |
| GO:0051707 | response to other organism(28) | 0.024779 | |
| GO:0009791 | post-embryonic development(53) | 0.029291 | |
| GO:0009607 | response to biotic stimulus(28) | 0.030431 | |
| GO:0016265 | death(35) | 0.033171 | |
| GO:0002165 | instar larval or pupal development(51) | 0.033329 | |

b) GO enrichment terms for genes that down-regulated in hydrogen peroxide (sugar effects excluded)

| GO:0055114 | oxidation-reduction process(113) | 2.63E-14 |
| --- | --- | --- |
| GO:0005975 | carbohydrate metabolic process(66) | 4.59E-08 |
| GO:0044262 | cellular carbohydrate metabolic process(42) | 6.85E-08 |
| GO:0019318 | hexose metabolic process(22) | 1.04E-05 |
| GO:0044281 | small molecule metabolic process(100) | 2.69E-05 |
| GO:0006631 | fatty acid metabolic process(18) | 4.50E-05 |
| GO:0006066 | alcohol metabolic process(33) | 7.27E-05 |
| GO:0006629 | lipid metabolic process(53) | 1.09E-04 |
| GO:0032787 | monocarboxylic acid metabolic process(22) | 2.30E-04 |
| GO:0005996 | monosaccharide metabolic process(22) | 3.76E-04 |
| GO:0006082 | organic acid metabolic process(44) | 5.63E-04 |
| GO:0019752 | carboxylic acid metabolic process(44) | 5.63E-04 |
| GO:0043436 | oxoacid metabolic process(44) | 5.63E-04 |
| GO:0042180 | cellular ketone metabolic process(45) | 0.00305 |
| GO:0006006 | glucose metabolic process(14) | 0.015429 |
| GO:0044255 | cellular lipid metabolic process(35) | 0.01572 |
| GO:0044275 | cellular carbohydrate catabolic process(13) | 0.020119 |
| GO:0046164 | alcohol catabolic process(13) | 0.020119 |
| GO:0006508 | proteolysis(83) | 0.024911 |
| GO:0006091 | generation of precursor metabolites and energy(29) | 0.024939 |
| GO:0044282 | small molecule catabolic process(19) | 0.038591 |

# Supplementary material for: Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster
**Source:** Aging (Albany NY). 2012 Nov 30;4(11):768–89. doi: 10.18632/aging.100499
**Supplement:** Supplementary file 23

**Supplemental Table S11. Enriched GO terms in genes altered by ionizing radiation (sugar effects excluded)**

a) GO enrichment terms for genes up-regulated in Ionizing radiation (sugar effects excluded)

| GO:0006950 | response to stress(87) | 1.72E-09 |
| --- | --- | --- |
| GO:0033554 | cellular response to stress(52) | 2.55E-06 |
| GO:0009069 | serine family amino acid metabolic process(10) | 3.20E-05 |
| GO:0006520 | cellular amino acid metabolic process(28) | 6.49E-04 |
| GO:0009056 | catabolic process(58) | 0.001558 |
| GO:0044106 | cellular amine metabolic process(29) | 0.00232 |
| GO:0006563 | L-serine metabolic process(5) | 0.002383 |
| GO:0008652 | cellular amino acid biosynthetic process(12) | 0.005736 |
| GO:0006082 | organic acid metabolic process(33) | 0.01293 |
| GO:0019752 | carboxylic acid metabolic process(33) | 0.01293 |
| GO:0043436 | oxoacid metabolic process(33) | 0.01293 |
| GO:0006974 | response to DNA damage stimulus(32) | 0.019493 |
| GO:0030163 | protein catabolic process(22) | 0.022491 |
| GO:0044281 | small molecule metabolic process(70) | 0.024083 |
| GO:0006564 | L-serine biosynthetic process(4) | 0.043807 |
| GO:0035079 | polytene chromosome puffing(5) | 0.045541 |
| GO:0035080 | heat shock-mediated polytene chromosome puffing(5) | 0.045541 |

b) GO enrichment terms for genes down-regulated in Ionizing radiation (sugar effects excluded)

| GO:0055114 | oxidation-reduction process(79) | 1.18E-11 |
| --- | --- | --- |
| GO:0006091 | generation of precursor metabolites and energy(29) | 2.44E-05 |
| GO:0044281 | small molecule metabolic process(78) | 5.33E-05 |
| GO:0015980 | energy derivation by oxidation of organic compounds(22) | 0.002787 |
| GO:0006082 | organic acid metabolic process(32) | 0.032492 |
| GO:0019752 | carboxylic acid metabolic process(32) | 0.032492 |
| GO:0043436 | oxoacid metabolic process(32) | 0.032492 |
| GO:0009407 | toxin catabolic process(4) | 0.043117 |
| GO:0042178 | xenobiotic catabolic process(4) | 0.043117 |
| GO:0046701 | insecticide catabolic process(4) | 0.043117 |

How the deposited data were processed for this re-analysis (not part of the article)

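The data are 35 Affymetrix DrosGenome1 arrays of RNA from groups of 25 male flies, with 1 array per sample and no pooling of replicates. They comprise 6 young controls, 6 hyperoxia samples and 4 old samples from the aging study, and 4 stress controls, 3 heat stress, 4 ionizing radiation, 4 hydrogen peroxide and 4 sugar samples from the stress study. Conditions were taken from the sample labels.

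The signal intensity values of all 35 arrays were deposited as 1 linear table of 14010 probe sets. The submitters' processing notes name MAS5, whose version is not given in the sources used here. From the values, the authors scaled 31 arrays to a common trimmed mean: the mean of the middle 96% of probe sets is 999 on each. The 4 sugar arrays are on a lower scale, with trimmed means from 107 to 167, which differ from array to array. The paper's own fold changes came from a non-linear multi-chip model of the perfect match signals, which is another kind of value than this table.

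Here the intensity values were quantile normalized between arrays, 34.1 was added (the 10th percentile of all normalized values), and the sums were put on the log2 scale, in R 4.3.3 with limma 3.58.1. The 44 control probe sets were left out, and 13966 were tested. Of these, 12443 match a single gene, 327 several genes and 1196 no gene in the platform's table. Gene symbols were updated for 12394 and could not be matched for 49. The probe set with the highest mean signal stood for each gene, which gave 10845 genes with the copies of Hsp70 as 1. Genes without a match were named through Supplemental Table S4, which is held only in part, and enter no count.

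The limma model fitted 8 group means to all arrays, with 27 residual degrees of freedom and 30.2 after moderation. Old and hyperoxia arrays were compared with young controls, and the 4 other treatments with stress controls. Calls used the nested F-test at an FDR of 1% and a fold change of at least 1.5, as the paper's methods do. This FDR is controlled per gene and is not held at 1% within each contrast. Adjusted p-values of genes are from limma's moderated test within each contrast, by Benjamini and Hochberg. Differences of aging from each stress were fitted as contrasts of contrasts. For overlaps, the core sets and the genes called in 1 contrast alone, genes also called in the same direction in sugar were removed from ionizing radiation and hydrogen peroxide. The numbers in the sample titles or descriptions do not pair the samples: residual correlations between arrays of equal number in different groups ran from -0.0909 to 0.0748 over 13 pairs of groups by title, so no pairing was used.

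Lists of genes, fixed with the paper's results known, were tested with limma's camera at an inter-gene correlation of 0.01, over 216 tests. An estimated correlation was the alternative. The lists were inducible heat shock, chaperonins, antimicrobial peptides, immune recognition and signaling, melanization, the 5 respiratory complexes and their union, the tricarboxylic acid cycle, glycolysis, mitochondrial ribosomal proteins, TIM and TOM, the proteasome, glutathione S-transferases, antioxidant enzymes and cytochrome P450. Others were digestive serine proteases, gut carbohydrases, the DNA damage response, purine, one-carbon and serine synthesis, developmental signaling, the starvation and FOXO response, cytosolic ribosomal proteins and odorant-binding proteins. Tissue lists covered testis, male accessory gland, muscle, photoreceptors, neurons, blood cells, fat body and females, and the 2 core lists came from the paper's Table 1. Counts "over the list alone" come from the same rule with the adjustment restricted to the list.

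Genes are named by a rule set in advance: every gene the paper names in its results, Table 1 and Table 2, whose values in its tables had been seen; up to 10 genes per contrast and direction with the largest change among called genes whose arrays do not overlap; and up to 4 called members of each list per contrast with the largest change. Outside this rule Atg18b, Hsp60A, Paics, cact, mAcon1, zetaTry, AttA, AttC, Dro, Dpt, CecA1, CecA2 and CecC were chosen after their values were seen.

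The depth of an array is its signal over background. After quantile normalization all arrays have the same distribution, so 10.0% of probe sets lie below the pseudocount on each by construction. This share is therefore no measure of depth. Changes of genes below the pseudocount are pulled toward 0. Precision was tested on data simulated from each study's mean values and the fitted variances, with independent normal noise. Known changes were added to 100 probe sets per size and contrast on the log2 scale, after the pseudocount. Precision is limited by the number of arrays. Shared controls were examined in 100 simulations of unchanged groups and by splitting the young controls over 20 assignments and the stress controls over 6. Other splits of the same arrays were counted for each contrast, 100 drawn with a fixed seed where there were more.

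Alternatives were the deposited values, median scaling, 2 other pseudocounts, leaving out the lowest 40% of probe sets, adjustment within each contrast in place of the F-test, eBayes with an intensity trend, each study or each pair of groups fitted separately, and a threshold of 1.2-fold. Further alternatives were 2 replicate blocks, any probe set per gene, each array left out in turn, sugar arrays as controls, no sugar subtraction, split young controls and the estimated correlation. After the data were seen, 3 were added: without both arrays of highest 3' to 5' ratios, without the sugar arrays, and with only Old replicates 3 and 4. Enrichment of GO terms and the cluster analysis were not analysed here, since they need the paper's own annotation and model. The paper states that 1 heat stress array was omitted, and that array is not analysed here.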

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

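All tests of explanations in this part were chosen after the results they concern had been seen. In 392 groups of values (35 of array measures, 252 of list means and 105 of genes the paper names), 32 values lay far from the others of their group, and chance alone gives about 1 in 20 groups.

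Old replicate 2 and Ionizing radiation replicate 1 lay apart in the control genes whose 5' end is lost first when RNA breaks down. In Old replicate 2 the 3' to 5' ratio was 283 for actin, 1422 for eIF-4a and 138 for GAPDH. In Ionizing radiation replicate 1 it was 7.44, 8.62 and 3.72, and its 18S rRNA signal was 6936. Stress controls replicate 1 lay low for GAPDH (2.07), and Stress controls replicate 3 had the lowest median signal of its group (407).

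In the mean log2 values of gene lists, antimicrobial peptides set apart Stress controls replicate 1 (8.53), Ionizing radiation replicate 1 (9.95) and Hyperoxia replicate 4 (10.65), all above their groups. Melanization genes were lowest in Young controls replicate 5 (9.28) and Old replicate 3 (9.32). Old replicate 2 was lowest for complex II (11.57) and antioxidant enzymes (11.17), and Young controls replicate 3 for complex IV (13.63). High values were those of mitochondrial ribosomal proteins in Ionizing radiation replicate 1 (9.60), antioxidant enzymes (11.78) and female markers (8.65) in Hyperoxia replicate 6, and neuron markers in Hyperoxia replicate 1 (8.49). Purine synthesis was high in Stress controls replicate 2 (10.67) and testis markers in Old replicate 3 (9.86).

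Among genes the paper names, Hsp70 was high in Stress controls replicate 1 (log2 value 7.53) and Hydrogen peroxide replicate 4 (11.42), and Hsp83 low in Ionizing radiation replicate 1 (13.81). High values were also those of l(2)efl in Sugar replicate 3 (12.37), aay in Hydrogen peroxide replicate 2 (14.28) and Young controls replicate 6 (11.19), and Drs in Young controls replicate 5 (12.36). GstD1 was low in Old replicate 2 (14.76) and Obp56a in Young controls replicate 4 (7.98).

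Further gene groups passed camera, also with an estimated correlation, in these contrasts. Median log2 fold changes were -0.81 in hyperoxia, -1.59 in ionizing radiation and -1.79 in hydrogen peroxide for male accessory gland genes, and -0.46, -0.78 and -0.87 for fat body genes. Glycolysis genes had -0.45 in ionizing radiation, cytochrome P450 genes -0.27 in heat stress and testis genes 0.35 in heat stress. Cytosolic ribosomal protein genes had 0.20 in ionizing radiation, 0.21 in hydrogen peroxide and 0.14 in sugar.

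Among the splits of the same arrays counted for each contrast, only 1, the real one, called so many genes. Where only 35 splits exist, this test can return no share below 1 of 35. Chance is thus made unlikely but is not excluded. In aging 1613 genes were called and at most 702 by another of 100 splits, and in hyperoxia 893 and at most 450. Over 35 splits each, heat stress had 1523 and at most 852, ionizing radiation 1739 and 567, hydrogen peroxide 2028 and 566, and sugar 550 and 83.

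Respiratory chain genes fell in old flies, as given above. With only Old replicates 3 and 4, whose 3' to 5' ratios lie within or below the range of the young controls, their median log2 fold change was -0.55 (SD of the list's mean among young controls 0.023), so RNA breakdown is excluded as the whole cause. The higher of the medians under the deposited values and median scaling was -0.45, so the choice among these scalings does not explain the fall. Over all genes the median in aging was 0.0066, 0.046 and 0.028 under the deposited values, median scaling and quantile normalization. Each setting thus puts old and young arrays on a common level, so an effect of that shared scaling cannot be excluded this way. Mitochondrial ribosomal protein genes had a median of -0.13 with a spread of 0.24, too small a fall for an even loss of transcripts of all mitochondrial proteins. Age itself stays open: a lower transcript level in old flies may explain the pattern, a hypothesis found and tested on the same data.

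Testis genes fell in old flies too. Their median was -0.73 with only Old replicates 3 and 4 (SD of the list's mean among young controls 0.084), so RNA breakdown is not the whole cause. It was at most -0.65 under the deposited values and median scaling, so the choice among these scalings is not the whole cause either. An effect of the level that these scalings share cannot be excluded this way. The accessory gland list had a median of -0.46 in aging, within the SD of its own genes, 0.62, of the testis list. The more unevenly the genes of the list move, the more easily this test is passed, and they moved both ways. The test therefore cannot decide whether a smaller share of RNA from all male reproductive tissue contributes. That stays open together with lower expression at the same share.

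Digestive protease genes fell in ionizing radiation and hydrogen peroxide, and less so in sugar. Against the sugar samples, which spent the same time in sucrose vials, the list had medians of -1.39 in ionizing radiation and -2.0 in hydrogen peroxide (SD of the list's mean among sugar arrays 0.063). These values argue against the sucrose vial as the whole cause, and it remains a candidate source of part of the fall. The sugar arrays also had higher actin and eIF-4a 3' to 5' ratios than the stress controls, and the effect of this was not tested. The treatments themselves stay open, and the amount of food the flies took was not tested.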

How the results depend on the processing

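Of the settings below, 3 were chosen only after the data were seen: leaving out both arrays with the highest 3' to 5' ratios, leaving out the sugar arrays, and using only Old replicates 3 and 4.

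Leaving out each array in turn moved none of the counts of genes called per contrast, the overlaps with aging, the core sets or the 2 list counts in aging by more than 1.5 times. Genes up in aging ran from 550 to 629 and genes down from 963 to 1091, genes up in heat stress from 524 to 736, in hyperoxia from 361 to 398, in ionizing radiation from 794 to 862, in hydrogen peroxide from 907 to 991 and in sugar from 283 to 330. Genes down ran from 764 to 883 in heat stress, 495 to 534 in hyperoxia, 854 to 898 in ionizing radiation, 978 to 1061 in hydrogen peroxide and 201 to 247 in sugar. Genes shared with aging ran from 179 to 204 up and 149 to 165 down in hyperoxia, 207 to 237 and 180 to 196 in ionizing radiation, 205 to 222 and 112 to 129 in hydrogen peroxide, and 102 to 115 and 101 to 121 in heat stress. The correlation with aging ran from 0.409 to 0.447 for hyperoxia and 0.0130 to 0.0380 for heat stress, where it was 0.0294 with all arrays and lowest without Heat stress replicate 1. Core genes up ran from 26 to 33, core genes down from 48 to 56, antimicrobial peptides up in aging from 4 to 6 and respiratory chain genes down in aging from 19 to 25. Of genes named in the text, single calls ended in 376 of the combinations of gene, contrast and array left out, 17 were gained and 27782 stayed. Counts within lists moved by more than 1.5 times, or to or from 0, in 329 such cases and stayed in 14791. Calls of camera strengthened in 34, weakened in 27 and stayed in 7499.

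At 1.2-fold every count rises by construction. Genes up became 1187 in aging, 971 in hyperoxia, 1224 in heat stress, 1381 in ionizing radiation, 1630 in hydrogen peroxide and 858 in sugar. Genes down became 1535 in aging, 952 in hyperoxia, 1341 in heat stress, 1369 in ionizing radiation and 579 in sugar. Shared with aging were 466 up and 309 down in hyperoxia, 218 and 228 in heat stress, 427 and 436 in ionizing radiation, and 382 and 219 in hydrogen peroxide. The core sets became 55 up and 95 down, and respiratory chain genes down in aging 47.

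Models with only the 2 groups compared have fewer arrays to estimate the variance and also replace the joint F-test by adjustment within the contrast. With them genes up were 389 in aging and 384 in heat stress, and genes down in heat stress 541. Shared with aging were 124 up in hyperoxia, 132 up in hydrogen peroxide, 54 up and 69 down in heat stress, and 139 up and 103 down in ionizing radiation. The core sets became 15 up and 32 down. With adjustment within each contrast in place of the F-test, sugar had 206 genes up and 131 down. Genes that the F-test called at an adjusted p of 0.01 or more drop out there by construction. Cyp6a14, called up in sugar at an adjusted p of 0.116 from limma's moderated test, is 1 of them.

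Under the deposited values the sugar arrays stay on their lower scale, so sugar had 0 genes up (1 at an unadjusted p under 0.05 by limma) and 10139 down. Nearly all genes are then subtracted, and by construction core genes down (0), genes down in aging and ionizing radiation (0) and genes down in aging and hydrogen peroxide (0) were empty. The same setting gave 1046 genes up in heat stress and 581 in hyperoxia; the cause was not tested. In sugar the camera calls of cytosolic ribosomal proteins (adjusted p = 1.59e-09) and purine synthesis (adjusted p = 0.0237) turned to down. These genes turned negative, with their log2 fold changes in sugar: Alp2 (-2.80), Alp9 (-2.51), BomS2 (-1.55), CAH7 (-2.63), CG10026 (-2.08), CG10467 (-2.40), CG11030 (-1.98), CG14120 (-2.29), CG18493 (-2.64), CG18585 (-2.01), CG3734 (-2.67), CG5107 (-2.78), CG6650 (-1.30), CG8093 (-2.59), CG9682 (-2.44), CG9897 (-0.18), COX7C (-1.70), Cyp28d1 (-2.01), Cyp6a14 (-1.53), Cyp6a17 (-1.98), Desat1 (-2.26), Drs (-2.15), Gart (-2.46), GstD1 (-2.78), Hex-A (-2.15), Hsp70 (-0.85), Jhbp3 (-2.85), LManIII (-2.31), Mal-A7 (-2.81), Mal-B2 (-1.53), Miox (-1.31), Mipp1 (-2.80), Mst77F (-2.04), Nmdmc (-1.91), Npc2f (-2.10), Ns1 (-0.80), Obp28a (-1.85), Obp57c (-2.22), Ogdh (-2.28), Pfas (-2.18), Prat2 (-2.22), Pu (-1.81), Rel (-1.93), RpL24-like (-2.0), RpS27A (-2.37), SPoCk (-1.36), Sod2 (-2.79), Tim9a (-2.02), aay (-2.77), angel (-0.76), bmm (-2.09), ci (-1.56), djl (-2.05), mRpL33 (-2.11), mRpL35 (-1.92), phu (-1.14), pug (-2.12), srp (-1.83), stv (-2.41), tefu (-1.85) and twe (-1.74).

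With sugar arrays as controls, these values turned sign: BomS2 in ionizing radiation (-0.038), Lsp2 in hydrogen peroxide (1.55) and ionizing radiation (1.49), and Pepck1 in hydrogen peroxide (1.22). The control group is another one there, and r of aging was 0.162 with hydrogen peroxide and 0.307 with ionizing radiation.

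With a pseudocount 10 times smaller r was 0.192 with hydrogen peroxide and 0.342 with ionizing radiation. With the 25th percentile as pseudocount it was 0.252 and 0.398, and core genes up were 18. Without the lowest 40% of probe sets it was 0.252 and 0.406, on fewer genes. With the young controls split, r with hyperoxia was 0.312, since the shared controls are then removed. Median scaling gave 13 respiratory chain genes down in aging. With only Old replicates 3 and 4, 3 antimicrobial peptide genes were up in aging and r with ionizing radiation was 0.335. The cause of these changes was not tested.

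The arrays with high 3' to 5' ratios did not decide the counts of genes called in aging and ionizing radiation. Without both, aging had 559 genes up and 985 down, and ionizing radiation 818 and 881. With only Old replicates 3 and 4 aging had 547 genes up, of which 422 are shared with the 594, and 985 down, of which 823 are shared with the 1019.

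Across all settings other than single arrays left out, 460 of the main counts and correlations stayed and 55 moved. Calls of named genes stayed in 11793 cases, weakened in 411, strengthened in 64 and reversed in 65, and calls of camera stayed in 2562, weakened in 65, strengthened in 55 and reversed in 2. An estimated correlation ended 35 camera calls. Counts within lists stayed in 6096 cases and moved in 568.

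How many changes of known size are called was tested on simulated data. The simulated data were made from study means and normal noise, with changes added after the pseudocount. Losses of weak signals near the pseudocount, and numbers of changed genes as large as those here, were thus not simulated. At least 96% of genes changed 4-fold and 57% of genes changed 2-fold were called in each contrast, and at most 3.95% of calls were false.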

Differences from the paper's values

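Of the settings in this part, leaving out both arrays with the highest 3' to 5' ratios and using only Old replicates 3 and 4 were chosen only after the data were seen. The counts use the thresholds the paper states, 1.5-fold at an FDR of 1%, and its log2 fold changes are compared on the same scale.

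The paper counts 362 genes down in sugar, against 235 here. Among the alternatives set before the data were examined, the gap closed within 1.5 times with eBayes with an intensity trend (244), any probe set (267) and without Old replicate 2 (247). It stayed under the others compared. Of the arrays left out in turn, only those with the lowest and highest count were compared. Leaving out both arrays with the highest 3' to 5' ratios, chosen after seeing the values, gave 257, and using only Old replicates 3 and 4, chosen likewise, gave 247. How many genes of the paper's own sugar list these settings drop was not counted. The paper counts 133 genes up in aging and hydrogen peroxide and 66 genes up in aging and heat stress, against 214 and 112. Here 5 settings came within 1.5 times: pseudocount at the 25th percentile (168 and 82), lowest 40% left out (189 and 99), Benjamini-Hochberg within each contrast (193 and 91), each study fitted separately (159 and 77) and only the 2 groups compared (132 and 54). All other alternatives differed, except that only Old replicates 3 and 4, chosen after seeing the values, gave 196 and 94 (how many of the paper's genes this setting drops was not counted, since its lists are held only in part). With only the 2 groups compared, the 132 genes come closest to the paper's 133.

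The paper's Table 1 has 18 core genes up and 32 core genes down, against 30 and 52 here. For core genes up the settings within 1.5 times were pseudocount at the 25th percentile (18), Benjamini-Hochberg within each contrast (24), each study fitted separately (24), only the 2 groups compared (15) and without Stress controls replicate 4 (26). For core genes down they were median scaling (46), pseudocount at the 25th percentile (46), lowest 40% left out (45), Benjamini-Hochberg within each contrast (43), each study fitted separately (47), only the 2 groups compared (32) and without Heat stress replicate 3 (48). All other alternatives compared differed. Of the arrays left out in turn, only those with the lowest and highest count were compared. The number 18 was reached with the larger pseudocount and 32 with only the 2 groups compared. Whether the genes are then the paper's was not counted.

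Of 55 log2 fold changes of 16 genes that the paper names and Supplemental Table S4 holds, 41 differ from the values here by more than the replicate SD, 2 of them in sign. The correlation of the 2 series was 0.883, and 60% of the values here lie closer to 0. For Aats-asp the paper's value was 1.87 in heat stress and 1.04 in hydrogen peroxide, against 1.63 and 1.25 here. For Arc2 the paper's value was 1.52 in aging, against 2.95 here. For CG11089 the paper's value was 3.23 in hydrogen peroxide and 3.04 in ionizing radiation, against 3.60 and 3.91 here (its probe set also matches CG31381). For Drs the paper's value was 2.89 in aging, against 2.18 here. For GstD1 the paper's value was 1.58 in hyperoxia, against 0.92 here. For GstD2 the paper's value was 1.54 in heat stress, 4.21 in hyperoxia and 1.42 in ionizing radiation, against 1.84, 2.99 and 1.70 here. For Hsp70 the paper's value was 5.52 in aging, 7.76 in heat stress, 2.61 in hydrogen peroxide, 3.63 in hyperoxia and 2.30 in ionizing radiation, against 7.97, 9.95, 4.89, 6.28 and 4.58 here; its controls lie near the pseudocount, and with the pseudocount at the 25th percentile the value in aging was 6.92. For Hsp83 the paper's value was 1.09 in aging, 3.77 in heat stress and 1.16 in hyperoxia, against 0.72, 2.21 and 0.85 here. For Obp56a the paper's value was -1.07 in ionizing radiation, against -1.76 here. For Pepck the paper's value was 0.62 in aging, 1.91 in heat stress, 2.30 in hydrogen peroxide, 1.13 in hyperoxia, 1.49 in ionizing radiation and -2.04 in sugar, against 0.45, -0.23, -0.19, 0.74, 0.0028 and -1.41 here. For Sod2 the paper's value was -0.93 in aging, against -0.58 here. For aay the paper's value was 1.56 in aging, 3.48 in hydrogen peroxide, 2.04 in hyperoxia and 2.71 in ionizing radiation, against 1.36, 3.05, 1.85 and 2.50 here. For ade3 the paper's value was 1.86 in aging, 3.29 in hydrogen peroxide and 3.27 in ionizing radiation, against 2.12, 3.77 and 3.93 here. For l(2)efl the paper's value was 2.78 in hyperoxia and 2.98 in ionizing radiation, against 2.33 and 2.60 here. For ref(2)P the paper's value was 1.05 in aging, 2.44 in heat stress, 1.15 in hydrogen peroxide, 0.92 in hyperoxia and 1.16 in ionizing radiation, against 0.79, 1.99, 0.78, 0.67 and 0.85 here. For stv the paper's value was 2.35 in aging, against 2.04 here.

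Most of these values differed from the paper's under every alternative tried. Alternatives within the replicate SD of the paper's value were found for Aats-asp in hydrogen peroxide (0.96 with Sugar controls), CG11089 in hydrogen peroxide (3.43 with pseudocount at the 25th percentile), CG11089 in ionizing radiation (3.05 with Sugar controls), GstD2 in heat stress (1.65 with pseudocount at the 25th percentile and 1.72 without Heat stress replicate 3), GstD2 in ionizing radiation (1.52 with pseudocount at the 25th percentile and 1.50 without Ionizing radiation replicate 4), Pepck in aging (0.52 with deposited values without normalization, 0.57 with median scaling and 0.51 without Old replicate 4), Pepck in ionizing radiation (1.41 with Sugar controls), aay in aging (1.45 with deposited values without normalization, 1.50 with median scaling and 1.42 without Old replicate 4), aay in hyperoxia (1.90 without Young controls replicate 6), aay in ionizing radiation (2.57 without Stress controls replicate 2) and stv in aging (2.16 with deposited values without normalization, 2.20 with median scaling and 2.22 without Old replicate 4).

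The paper finds that aging shared the most genes with hyperoxia. By its counts this rests on the down-regulated genes, 222 against 166 with ionizing radiation. Its up-regulated genes were shared more with ionizing radiation (171) than with hyperoxia (165). Here ionizing radiation shared more in both directions, 232 up and 188 down against 194 and 160. Hyperoxia had the highest ratio to the number expected (9.50 and 3.27). The paper lists Pepck as up in aging and under every stress. Here Pepck1 was called up in hyperoxia (0.74) and, at 1.2-fold, in aging (0.45); with sugar controls it was called up in ionizing radiation (1.41) and hydrogen peroxide (1.22). Hsp83, which the paper lists in all 5, had 0.29 in ionizing radiation and 0.34 in hydrogen peroxide, short of 1.5-fold. Both are called at 1.2-fold, and against sugar controls the values were 0.72 and 0.78.

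The paper finds mitochondrial ribosomal protein genes down in aging; here limma called 0 of 64 (13 were lower and 1 was higher at an unadjusted p under 0.05), with a list median of -0.13. At 1.2-fold 7 were down and 1 was up, with the replicate block by title number 2 were down, with the deposited values or without Old replicate 2 or 4 only 1 was down, and with only Old replicates 3 and 4, chosen after seeing the values, 2 (1 without both arrays of highest ratios). Sod2, down in the paper, had -0.58 in aging, short of 1.5-fold, and was called at 1.2-fold, with the replicate block by title number (-0.61) and without Old replicate 1 (-0.60), 3 (-0.64) or 4 (-0.61) or Young controls replicate 5 (-0.59) or 6 (-0.59). GstD1, up in the paper in hydrogen peroxide and ionizing radiation, had 0.41 and 0.45; both were called at 1.2-fold, and hydrogen peroxide with the deposited values (0.61) and with median scaling (0.67). The paper finds several proteasome genes up in ionizing radiation, and 2 of 39 were called here, Rpn2 and Rpt4; 14 were up at 1.2-fold, 4 with sugar controls, 3 with median scaling, 4 without Stress controls replicate 1 or 3, and 3 without Heat stress replicate 1 or without Ionizing radiation replicate 2, 3 or 4.

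Other statements of the paper have values in the same direction here. Drs was up in heat stress (2.48), Hsp70 rose most in heat stress (9.95), and heat stress had the lowest r with aging (0.0294).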

Other observations

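The lists in this part were fixed before the values were examined, but with the paper's results known. The paper's Table 5 names spermatogenesis and glycolysis among the terms of aging. Its Table 6 and supplementary tables name post-mating behavior for genes down in aging and hyperoxia, in ionizing radiation and in sugar. Enrichment of these terms was not analysed here. The paper drew them from the same arrays, so the testis, glycolysis and accessory gland lists are not independent evidence for them.

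Genes of the male accessory gland, which encode the proteins transferred to females in semen, fell under 3 stresses. Of 17 genes, 13 were down-regulated in hydrogen peroxide (13 when adjusted over the list alone) and 13 in ionizing radiation (13 over the list alone), with adjusted p = 4.02e-12 and adjusted p = 2.18e-13 from camera. Acp26Aa had -3.95 and -3.26, Acp53Ea -3.64 and -2.97, and Acp53C14b -3.28 and -2.69. In the other direction 2 rose in hydrogen peroxide (2 over the list alone) and 3 in ionizing radiation (3). In hyperoxia 10 fell (10 over the list alone, adjusted p = 5.26e-09 from camera), Acp76A at -1.92 among them. In sugar alone 9 fell (7 over the list alone, at a median of -0.60, adjusted p = 6.62e-06), and camera also called the list down in hydrogen peroxide and ionizing radiation against sugar controls. In aging 7 fell (7) and 1 rose (1), with adjusted p = 0.000512, and adjusted p = 0.0895 with an estimated correlation: Acp32CD had -1.48 and Acp26Ab 1.19.

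Genes of the testis fell in old flies and rose slightly in heat stress. Of 24 genes, 15 were down-regulated in aging (15 when adjusted over the list alone), at a median of -0.74 (adjusted p = 6.79e-12 from camera). The meiotic arrest gene topi had -1.34 (standard error 0.23, adjusted p = 4.27e-05), fzo, which fuses mitochondria in developing sperm, -1.26, Mst98Ca -1.22 and bol -1.16. The mean log2 value of the list was 10.51 ± 0.084 (SD, n = 6) in young controls and 9.79 ± 0.048 (SD, n = 4) in old flies. In heat stress 3 of them rose (3 over the list alone, adjusted p = 8.73e-05 from camera): Mst77F at 0.88, djl at 0.80 and ocn at 0.61.

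Of 6 fat body genes, 3 were down-regulated in hydrogen peroxide (3 when adjusted over the list alone, adjusted p = 0.00111 from camera), 3 in ionizing radiation (3 over the list alone, adjusted p = 0.00882) and 3 in hyperoxia (3, adjusted p = 0.00530). In heat stress 1 fell (1 over the list alone), with a median of -0.42 and adjusted p = 0.0191, and adjusted p = 0.0605 with an estimated correlation. The lipid droplet gene Lsd-1 had -3.84 in hydrogen peroxide and -2.80 in ionizing radiation, and apolpp, the main lipid carrier of the blood, -2.68 and -1.17. Lsp2 belongs to this list and turns sign against sugar controls. In aging limma called 0 of the 6 (0 at an unadjusted p under 0.05; adjusted p = 0.697).

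Genes of the starvation response moved both ways. Of 10 FOXO and starvation genes, 4 rose (4 over the list alone) and 3 fell (3) in hydrogen peroxide, with a median of 0.093, a mean of -0.16 and adjusted p = 0.849 from camera. InR, the insulin receptor, had 2.27, bmm 1.87 and sug -2.04. In ionizing radiation 4 rose and 3 fell (4 and 3 over the list alone; median 0.011, mean -0.040, adjusted p = 0.970). In aging 3 rose (3 over the list alone; adjusted p = 0.0387, and adjusted p = 0.0602 with an estimated correlation), the hormone gene Akh at 0.92 and the lipase gene Lip4 at 0.61.

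Glycolysis genes fell in ionizing radiation. Of 9, 3 were down-regulated (3 when adjusted over the list alone), Gpdh1 at -0.86, Gapdh1 at -0.79 and Pgk at -0.73, and Hex-A was up-regulated at 1.01 (adjusted p = 0.00787 from camera). In aging 2 fell (3 over the list alone; median -0.33, adjusted p = 0.0191, and adjusted p = 0.0541 with an estimated correlation), Gpdh1 at -0.63 and Eno at -0.62.

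Of 82 cytochrome P450 genes, 23 fell in heat stress (23 when adjusted over the list alone) and 5 rose (5), with adjusted p = 0.000200 from camera; Cyp4d21 had -1.87 and Cyp6t3 1.53. Of 37 cytosolic ribosomal protein genes, 1 rose (1 over the list alone) and 1 fell (0) in hydrogen peroxide, RpL24-like at 1.94 and RpL22-like at -0.74. The list had adjusted p = 0.000194 from camera there, adjusted p = 0.000512 in ionizing radiation and adjusted p = 8.74e-05 in sugar, where the direction turns under the deposited values.

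Muscle genes moved both ways in old flies: of 13, 2 rose (2 over the list alone) and 3 fell (3), with a median of 0.043, a mean of -0.14 and adjusted p = 0.849. The flight muscle actin gene Act88F had 1.89, whereas flightin (fln) had -2.54 and the troponin gene TpnC4 -1.78. In hydrogen peroxide 3 fell (3 over the list alone, adjusted p = 0.0225, and adjusted p = 0.0869 with an estimated correlation).

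Of 10 photoreceptor genes, 2 fell in hyperoxia (2 over the list alone, adjusted p = 0.0298, and adjusted p = 0.207 with an estimated correlation), inaD at -0.82 and Arr1. Of 9 neuron genes, 1 fell in aging (0 over the list alone, adjusted p = 0.909), Rdl at -0.77. Of 12 female genes, 1 rose in aging (1 over the list alone, adjusted p = 0.154), the yolk protein gene Yp3 at 1.31. Of 39 proteasome genes, 7 fell in aging (7 over the list alone) and 1 rose (1), with a median of 0.072, a mean of -0.12 and adjusted p = 0.814; the 7 are testis forms of the subunits, Prosbeta2R2 at -1.72 and Rpn12R at -1.71 among them, and testis genes fell as well.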
